# Single-cell mapping of human endometrium and decidua reveals epithelial and stromal contributions to fertility

**DOI:** 10.1172/jci.insight.195254

**Published:** 2026-01-23

**Authors:** Gregory W. Burns, Emmanuel N. Paul, Manisha Persaud, Qingshi Zhao, Rong Li, Kristin Blackledge, Jessica Garcia de Paredes, Pratibha Shukla, Ripla Arora, Anat Chemerinski, Nataki C. Douglas

**Keywords:** Cell biology, Reproductive biology, Fertility, Transcriptomics

## Abstract

The human endometrium undergoes dynamic changes across the menstrual cycle to establish a receptive state for embryo implantation. Using bulk and single-cell RNA-Seq, we characterized gene expression dynamics in the cycling endometrium and the decidua from early pregnancy. We demonstrated that during the mid-secretory phase — the period encompassing the window of implantation — secretory glandular epithelial cells undergo notable transcriptional changes and alterations in cell-cell communication. Through comprehensive analyses, we identified the glandular epithelium receptivity module (GERM) signature, comprising 556 genes associated with endometrial receptivity. This GERM signature was consistently perturbed across datasets of endometrial samples from women with impaired fertility, validating its relevance as a marker of receptivity. In addition to epithelial changes, we observed shifts in stromal cell populations, notably involving decidual and senescent subsets, which also play key roles in modulating implantation. Together, these findings provide a high-resolution transcriptomic atlas of the receptive and early pregnant endometrium and shed light on key molecular pathways underlying successful implantation.

## Abstract 2

This study reveals critical endometrial gene expression shifts, identifying a unique epithelial receptivity signature and stromal changes that support embryo implantation, and highlighting fertility-related disruptions.

## Introduction

Only 30%–40% of ovulatory human menstrual cycles result in spontaneous pregnancy (1). Coordinated actions of ovarian-derived estradiol and progesterone orchestrate changes in the cellular compartments of the endometrium, including the stromal, epithelial, immune, and endothelial cells (2), to prepare the endometrium for pregnancy. During the follicular phase of the menstrual cycle, a dominant follicle secretes increasing amounts of estradiol, eventually reaching the threshold required to initiate the luteinizing hormone surge and trigger ovulation (3–5). After ovulation, progesterone secreted from the corpus luteum exerts its actions on the endometrium, resulting in a differentiated tissue capable of embryo implantation (6). A brief period of endometrial receptivity follows; it is aptly termed the window of implantation and occurs during the mid-secretory phase between 6 and 10 days after the luteinizing hormone surge (7). This temporally restricted window is characterized by global changes in gene expression and an increase in secretory and metabolic activity (8). Attachment of the blastocyst-stage embryo to the luminal epithelium is followed by a cascade of events including embryo-derived trophoblast cell invasion of the endometrial stroma and spiral arterioles (9). Thus, pregnancy initiation depends on the successful crosstalk between a competent embryo and a receptive endometrium, which is defined by the cellular, molecular, and structural milieu. Abnormalities in endometrial or embryonal development, or dyssynchrony between these two elements, could result in implantation failure or pregnancy loss early in gestation (10).

Assisted reproductive technology (ART) is commonly used to overcome infertility. With in vitro fertilization and preimplantation genetic testing, embryos can be assessed for quality and ploidy to identify those with the highest chance of success. Studies comparing the endometrium of women in natural menstrual cycles and those undergoing ovarian stimulation have sought to identify factors associated with an implantation-competent secretory phase endometrium (11–13). Ovarian stimulation induces a dyssynchrony between endometrial glands and stroma, high levels of differentially expressed genes, and significant changes in the immune cell compartment (13). For this reason, embryo transfer in ART cycles is most often performed separately from ovarian stimulation (14). However, despite advances in ART, implantation rates only approach 70% in the most favorable conditions (15). Additionally, recurrent implantation failure, defined as failure to achieve pregnancy after several embryo transfers, affects up to 10% of individuals undergoing in vitro fertilization and embryo transfer (16, 17). Failed implantation suggests that the optimal endometrial environment has not been fully elucidated, underscoring the need for improved methods to assess and identify an endometrium receptive to embryo implantation.

Current methods to clinically assess endometrial receptivity are limited. In practice, transvaginal ultrasound evaluation of endometrial thickness is the widely accepted approach. In ART cycles, implantation rates are lower when endometrial thickness is less than 7 mm (18). However, the cellular, molecular, and structural changes that drive endometrial thickness and define a receptive endometrium are unknown. To address this, endometrial sampling in nonconception cycles, followed by histological and/or transcriptomic analysis, has been explored (19). It has been proposed that the window of implantation may have an mRNA signature that can be assessed using transcriptomics technologies. The endometrial receptivity array (ERA) was developed to determine the optimal timing for embryo transfer based on the expression of 238 specific receptivity-associated genes (20) in an endometrial biopsy sample obtained during a mock nonconception cycle. The ERA results, which describe the endometrium as prereceptive, receptive, or postreceptive, could require altering the timing of the subsequent embryo transfer to align with the most receptive day in the cycle. And thus, identification of the gene signature associated with a receptive endometrium, in conjunction with transvaginal ultrasound, would improve pregnancy rates. However, this tool has not been found to improve pregnancy rates for some groups, and recent RCTs evaluating the effectiveness of the ERA have yielded conflicting results (21–23).

Several gaps remain in our understanding of what constitutes an implantation-competent endometrium. First, it is unclear how gene expression varies throughout the secretory phase or from cycle to cycle in one individual. In addition to the absolute levels of gene expression, capturing the directionality of changes in gene expression is important. Second, bulk RNA-Seq analysis of human endometrial biopsies has presented inconsistent results across different studies. Bulk RNA-Seq also precludes cell type–specific analysis of gene expression. With the advancement of single-cell RNA-Seq (scRNA-Seq), it is becoming increasingly clear that endometrial cell lineages and subtypes exhibit distinct transcriptomic patterns (24–26). Therefore, cell subtypes, their transcriptomic changes, and cell-cell communication may play important roles in endometrial receptivity. Finally, the ERA was developed on a non-Hispanic White population. The broad applicability of the ERA to women from different races/ethnicities is lacking. Thus, a deeper understanding of the dynamic changes in the cycling endometrium is essential and will lay the groundwork for developing clinical tools capable of accurately predicting endometrial receptivity and reducing the risk of implantation failure.

To address these gaps, we performed bulk mRNA-Seq and scRNA-Seq analyses of endometrial samples obtained from healthy, fertile Black and Hispanic women across the menstrual cycle, as well as from first trimester decidual tissue. Our goal was to better understand stromal and epithelial cell changes that underlie endometrial differentiation in preparation for embryo implantation, with a focus on the acquisition of endometrial receptivity and the processes of decidualization and cellular senescence. Herein, we identify a critical role for the secretory glandular epithelium in supporting endometrial receptivity during the window of implantation. To our knowledge, this is the first human transcriptomic evidence supporting a critical role for the secretory glandular epithelium in endometrial receptivity, consistent with prior observations demonstrating the necessity of a functional glandular epithelium for fertility in mice and domestic animals (27–31). Moreover, we underscore the significance of this cell type in fertility across diverse populations.

## Results

### Experimental study design.

The endometrium undergoes significant cellular changes across the menstrual cycle, particularly during the secretory phase, which follows ovulation and prepares the endometrium for embryo implantation. With pregnancy, the postimplantation endometrium is referred to as the endometrial decidua (32). To understand temporal changes in the transcriptomic signature within endometrial cell populations, we enrolled women with regular ovulatory cycles and proven fertility and those in the first trimester of pregnancy (Figure 1A). After enrollment, 27 study participants were assigned to 1 of 4 groups that corresponded to endometrial biopsy collection in the proliferative (*n* = 6), early (*n* = 10), mid- (*n* = 8), or late secretory (*n* = 3) phase of the menstrual cycle. Three additional participants consented to the collection of endometrial decidua at the time of an elective termination of pregnancy (Supplemental Table 1; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.195254DS1). Study participants were similar with respect to age, BMI, gravidity (number of prior pregnancies), and parity (number of live births) (Supplemental Table 1). Our cohort consisted of: 87% of participants self-identified as Black/African American (26/30) and 13% (4/30) as Hispanic. Participants in the study had a mean (SD) age of 30.2 (5.2) years and a mean (SD) BMI of 33.0 (8.4) kg/m^2^. The median (IQR) number of pregnancies was 3 (2, 4) with 2 (2, 3) live births. The mean (SD) estradiol level at the time of the biopsy was 160.9 (74.3) pg/mL in the early secretory phase, 169.0 (119.5) pg/mL in the mid-secretory phase, and 120.7 (12.3) pg/mL in the late secretory phase. As expected, the mean (SD)progesterone level was 1.1 (0.8) ng/mL in the early secretory phase, peaked at 11.5 (3.7) ng/mL in the mid-secretory phase, and declined to 5.3 (0.9) ng/mL in the late secretory phase.

### Bulk and single-cell RNA atlas.

To identify global changes in the endometrial transcriptome across the menstrual cycle, bulk mRNA-Seq was performed on 26 endometrial biopsy samples from the proliferative and secretory phases. 

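Endometrial biopsies were collected in the proliferative phase (6 samples, cycle days 10 to 13), the early secretory phase (10 samples, days 1 to 2 after the luteinizing hormone surge), the mid-secretory phase (7 samples, days 8 to 9) and the late secretory phase (3 samples, days 12 to 13), and each participant was assigned to a single biopsy group. Total RNA of the whole tissue was depleted of ribosomal RNA and made into strand-specific libraries, so that every cell type of the biopsy contributed reads and transcripts without a poly(A) tail were sequenced as well. The authors trimmed the reads, aligned them to GRCh38 with STAR, counted them over Ensembl genes, removed genes with low counts and deposited 1 table of log2 CPM, scaled between libraries, for 22826 genes in the 26 samples. The whole number of reads behind each value could be recovered to within 0.01 read. Reads assigned to these genes ranged from 19428426 to 40162001 per proliferative sample (median 25348532), 23226861 to 57674399 per early secretory sample (median 35272067), 29253522 to 57597611 per mid-secretory sample (median 43746656) and 52373200 to 54491247 per late secretory sample (median 53862432). The paper states approximately 50000000 sequenced reads per sample, and the values here rest on the assigned reads. Genes were compared between phases with limma on the deposited log2 values in 1 fit of the 4 phases, with a variance trend and robust variances, and DEGs had a Benjamini-Hochberg adjusted p under 0.05 over all 22826 genes. Log2 fold changes are given as early minus proliferative, mid minus proliferative, mid minus early and late minus mid. Groups of genes with a common function or cell type were listed before the data were examined and tested with camera at a preset correlation of 0.01 between genes and again with the correlation estimated from the data. The sequencing batches overlapped the phases in part: batch 4 held all 6 proliferative and 2 early secretory samples, batch 1 held 3 early and 3 mid-secretory samples, batch 3 held 2 early and 1 mid-secretory sample, batch 5 held 2 early, 3 mid- and all 3 late secretory samples, and batch 2 held a single early secretory sample. With batch as a term in the model, every comparison of the proliferative phase therefore rests on the 2 early secretory samples of batch 4. In simulated data with the same groups and a spread per gene estimated from these samples, a change of 1 on the log2 scale was called for 52% of changed genes between proliferative and early secretory samples, 49% between proliferative and mid-secretory samples, 47% between early and mid-secretory samples and 32% between late and mid-secretory samples. The genes were simulated independently and without batch effects, so these shares may not carry over to comparisons tied to batch.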

We confirmed menstrual stage separation of the bulk samples with the endest package (33) for molecular staging of human endometrium (Supplemental Figure 1A). 

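Gene groups that mark stages of the cycle differed between the phases. The level of a group in a sample was the median, over its genes, of the deviation from each gene's mean over the 26 samples, in log2 CPM. Cell cycle genes, which are transcribed in dividing cells, had a level of 0.93 ± 0.38 (SD, n = 6) in proliferative, 0.99 ± 0.37 (SD, n = 10) in early secretory, −1.79 ± 0.65 (SD, n = 7) in mid-secretory and −1.00 ± 0.33 (SD, n = 3) in late secretory samples. Sex steroid receptors and estrogen-responsive genes went from 0.67 ± 0.21 (SD, n = 6) in proliferative and 0.38 ± 0.18 (SD, n = 10) in early secretory samples to −0.90 ± 0.30 (SD, n = 7) in mid-secretory and −0.65 ± 0.15 (SD, n = 3) in late secretory samples. Markers of mid-secretory receptivity stood at −1.64 ± 0.14 (SD, n = 6), −1.48 ± 0.66 (SD, n = 10), 2.53 ± 0.39 (SD, n = 7) and 2.41 ± 0.12 (SD, n = 3) in the same order of phases, and the lowest mid-secretory sample, at 2.11, lay above the highest early secretory sample, at 0.32. Decidualization markers overlapped between the early secretory samples, which reached 0.68, and the mid-secretory samples, which started at 0.05. Between proliferative and early secretory samples none of the 31 cell cycle, 36 receptivity and 21 decidualization genes passed the limma test, over all genes or adjusted over the list alone, and at an unadjusted p under 0.05 the counts were 0 for cell cycle genes, 3 higher and 3 lower for receptivity markers, and 8 higher and 1 lower for decidualization markers. Of the 14 sex steroid receptors and estrogen-responsive genes, 1 was lower in early secretory samples over all genes, 3 adjusted over the list alone and 5 unadjusted, with none higher, and with batch as a term none passed either adjustment. Between late and mid-secretory samples none of these genes passed over all genes, whereas 13 cell cycle genes and 2 decidualization markers were higher and 1 receptivity marker was higher and 5 were lower in late secretory samples when adjusted over the list alone. With batch as a term, 5 cell cycle genes, 2 decidualization markers and 3 receptivity markers were higher and 5 receptivity markers were lower in late secretory samples over all genes. Of 18 genes of ciliated epithelium, 6 were higher in early secretory than in proliferative samples when adjusted over the list alone and none over all genes, with a median log2 fold change of 0.90. None of these genes passed either adjustment with batch as a term, the list was not called with an estimated correlation (adjusted p = 0.963), and within batch 4 the median was 0.79, with 17 of 18 genes positive. The batch term here compares the same 2 early secretory and 6 proliferative samples as batch 4 alone. Because all proliferative samples were sequenced in batch 4 and all late secretory samples in batch 5, their levels cannot be read apart from those batches except against the other samples of the same batch. Staging with endest was not repeated.

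**Figure D1:**
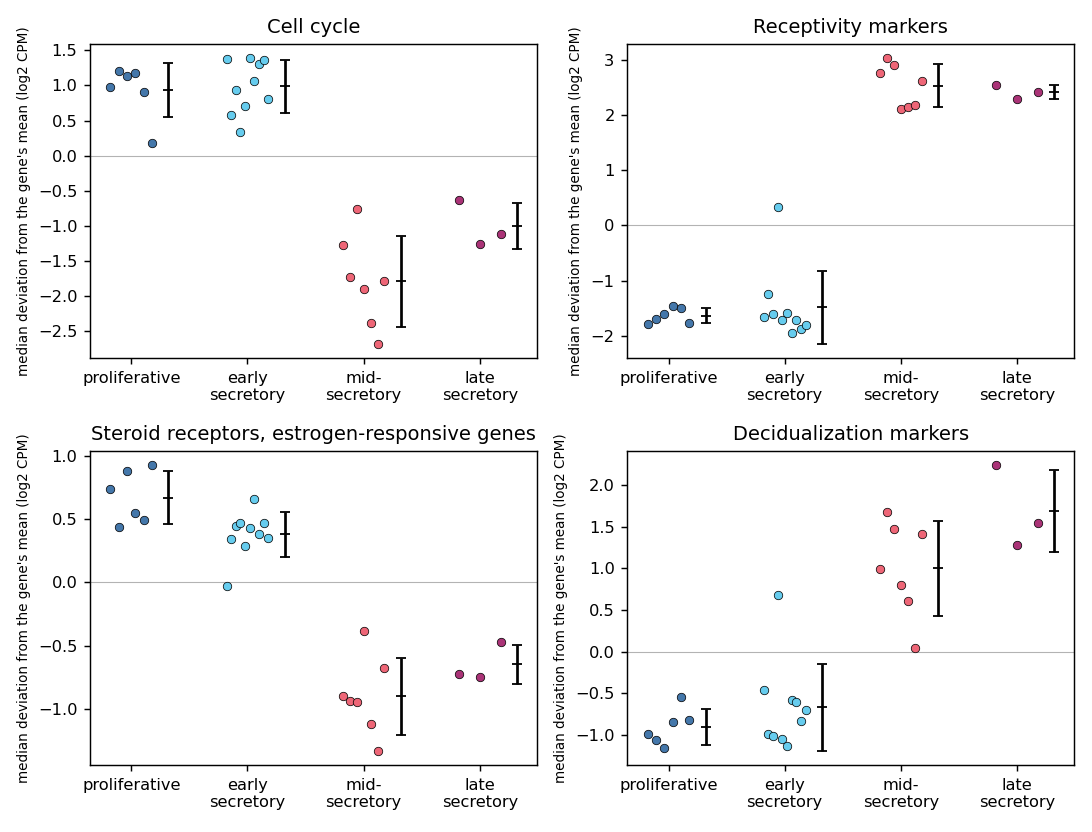
Level of gene groups (median deviation from each gene's mean, log2 CPM) in every sample, by phase, with points for samples and bars for the mean and SD. Receptivity markers in all 7 mid- and 3 late secretory samples lie above those in all 6 proliferative and 10 early secretory samples.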

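In a principal component analysis of the 1000 most variable genes, the proliferative and early secretory samples lay on one side and the mid- and late secretory samples on the other. The first component (PC1) held 65.7% of the variance and the second (PC2) 7.46%. PC1 scores were −48.6 ± 3.39 (SD, n = 6) in proliferative, −39.5 ± 18.8 (SD, n = 10) in early secretory, 67.6 ± 7.78 (SD, n = 7) in mid-secretory and 71.2 ± 3.84 (SD, n = 3) in late secretory samples. The smallest gap between the 2 sets of phases on PC1 was 42.9, set against a spread within the sets of 12.8 (SD), and the distance between their means was 8.70 times that spread. Clustering into 2 groups by k-means and by average linkage each placed 26 of 26 samples by these sets. The sets did not overlap on PC1, a component computed from the same samples, so that no other of the 5311735 ways to divide the samples into sets of these sizes gives the mid- and late secretory set a higher mean. Within sequencing batches the gap between the sets on PC1 was 99.3 in batch 1, 100.3 in batch 3 and 100.1 in batch 5; batches 2 and 4 held 1 set only. On PC2 the mean scores were −14.4 in proliferative, 8.84 in early secretory, 10.4 in mid-secretory and −24.8 in late secretory samples, and the ranges of neighboring phases touched or overlapped. The 2 early secretory samples of batch 4, the batch of all proliferative samples, had the lowest PC2 scores of their phase (−8.22 and −2.16). The other early secretory samples ran from 0.20 to 29.2, so PC2 does not separate phase from batch between these 2 phases. 1 early secretory sample, the single sample of batch 2, had a PC1 score of 9.43, and the other 9 early secretory samples ranged from −54.2 to −29.0.

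**Figure D2:**
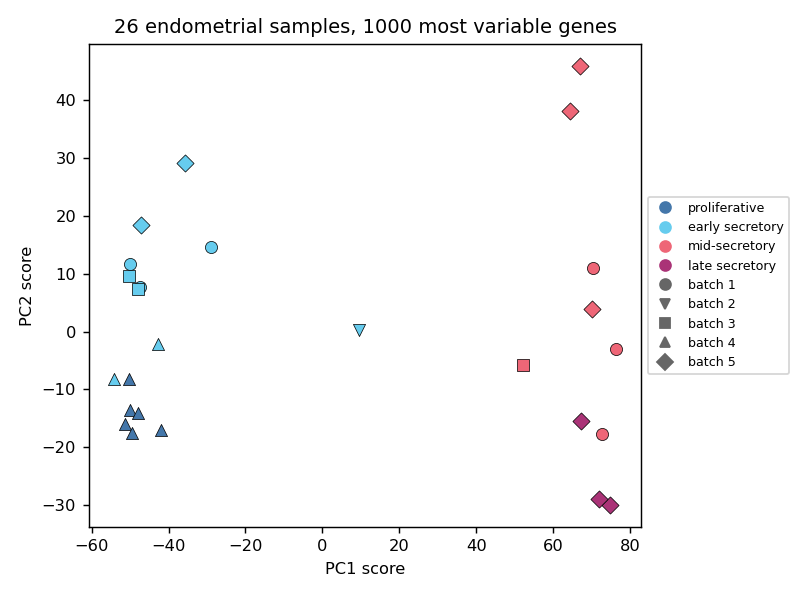
Scores of the 26 samples on PC1 and PC2 from the 1000 most variable genes (log2 CPM), with colors for phases and symbols for batches. Mid- and late secretory samples have PC1 scores of 52.3 or higher and the other samples 9.43 or lower.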

Uniform manifold approximation and projection (UMAP) resolved 2 clusters, with proliferative and early secretory phase samples grouping together and mid- and late secretory phase samples forming a second cluster, indicating a phase-dependent separation of transcriptomic profiles (Figure 1B). This observation was supported by the number of differentially expressed genes (DEGs) found between proliferative versus early secretory phase samples (*n* = 205 DEGs) compared with proliferative versus mid-secretory (*n* = 11,535 DEGs); early versus mid-secretory (*n* = 11,301 DEGs); and late versus mid-secretory (*n* = 273 DEGs) phase samples (Figure 1C and Supplemental Table 2–5). Additionally, over 9,000 DEGs were in common between the proliferative versus mid-secretory phase and early versus mid-secretory phase comparisons. 

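The mid-secretory endometrium differed from the early secretory at 47.4% and from the proliferative endometrium at 50.2% of the genes tested, and early secretory differed from proliferative samples at 0.907% and late from mid-secretory samples at 0.0175%. Between early and mid-secretory samples 10816 DEGs were found, 5243 higher and 5573 lower in the mid-secretory phase, and between proliferative and mid-secretory samples 11451, with 5814 higher and 5637 lower. Early secretory samples differed from proliferative samples at 207 DEGs (148 higher, 59 lower) and late from mid-secretory samples at 4 (2 higher, 2 lower). The 207 ran from 6 without proliferative replicate 6 to 675 without early secretory replicate 8, and more of them were lower than higher with a pseudocount of 1 (36 higher, 50 lower) and by voom on recovered reads (2 and 14), and likewise among protein-coding genes alone, without pseudogenes and miscellaneous RNA and without early secretory replicate 5. For early versus mid-secretory samples the majority turned to higher with median centring (6261 higher, 4489 lower), within batch 1 (2400 and 1867) and within batch 5 (2410 and 2132), and for proliferative versus mid-secretory samples to lower with quantile normalization (5461 higher, 6231 lower), by voom (5306 and 5472) and without pseudogenes and miscellaneous RNA (5196 and 5505). From the proliferative to the mid-secretory phase *C2CD4A*, which encodes a nuclear protein with a C2 domain, rose by a log2 fold change of 9.98 (standard error 0.76, adjusted p = 8.18e-11 from limma). *ADGRF1*, which encodes an adhesion G protein-coupled receptor, *S100P*, *COMP* and *MT1H* had 0 to 5 reads in every proliferative sample and 254 to 18455 reads in mid-secretory samples, too few at the start for a fold change, and *MT1H* may share reads with other metallothionein genes. *OVGP1*, which encodes oviductal glycoprotein, fell by 8.10 on the log2 scale, *KMO*, an enzyme of tryptophan breakdown, fell by 6.74, and *SPDEF*, an epithelial transcription factor, fell by 6.45. Of the 207 DEGs between proliferative and early secretory samples 82 were protein-coding, with 38 higher and 44 lower in the early secretory phase. *PPP1R14A*, an inhibitor of myosin phosphatase, was 4.49 ± 0.37 log2 CPM (SD, n = 10) in early secretory and 3.10 ± 0.35 (SD, n = 6) in proliferative samples, a log2 fold change of 1.39 (standard error 0.20, adjusted p = 0.00237 from limma), and *APOE*, the lipid carrier, had one of 1.01. *NRIP1*, a corepressor of nuclear receptors, had a log2 fold change of −0.61, the transcription factor gene *FOXP1* one of −0.78 and *CBLN1* one of −1.82. Of the 148 DEGs higher in the early secretory phase, 77 were processed pseudogenes and 20 were miscellaneous RNA, and the median log2 fold changes of 1199 processed pseudogenes (those outside chromosome Y) and all 238 miscellaneous RNA genes were 0.60 and 1.25, which turned to −0.10 and −0.14 with batch as a term and within batch 4. Late secretory samples had less *CTNNA2*, an alpha-catenin (log2 fold change −3.17, standard error 0.52, adjusted p = 0.0202 from limma), and less of the long noncoding RNA ENSG00000255118 (−3.08), and more of the proteoglycan *GPC3* (3.25) and of *MANSC4* (2.75). *GPC3*, *MANSC4* and the noncoding RNA fall outside the rule for named genes and were chosen after their values were seen, and leaving out single samples changed the 4 DEGs to between 0 and 260. Voom on recovered reads called 3 genes, all higher in late secretory samples, so neither decrease held there. A fit of these phases alone called 0. None of the DEGs between proliferative and early secretory samples held within batch 4 (0 by limma with 2 against 6 samples, 1154 at an unadjusted p under 0.05) or with batch as a term (0, and 645 unadjusted), 189 of the 207 kept their sign within batch 4, and limma voom gave 16. The batch term and batch 4 alone compare the same 2 early secretory with the same 6 proliferative samples, so they are not separate checks. With 2 samples against 6, the loss of DEGs does not show that batch produced them. Within batches 1 and 5, 4267 and 4542 DEGs were found between early and mid-secretory samples, within batch 5 65 between late and mid-secretory samples, and with batch as a term 9992 and 737, against 3985 between proliferative and mid-secretory samples, whose phases share no batch. The last count has only the 2 early secretory samples of batch 4 as its link, so the drop need not be a removed batch effect.

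**Figure D3:**
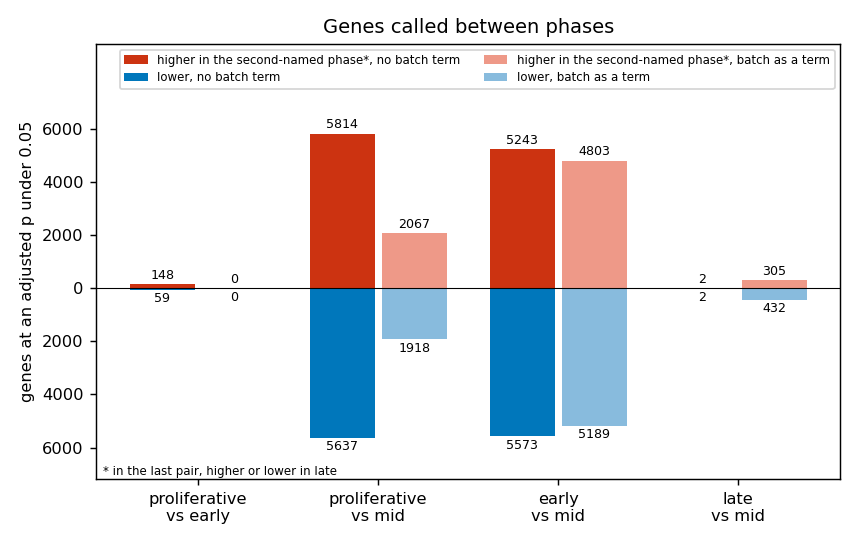
Number of DEGs (adjusted p under 0.05) in each comparison of phases, higher above and lower below the zero line, without and with batch as a term in the model. Without the term, early versus mid-secretory samples have 5243 higher and 5573 lower genes and proliferative versus early secretory samples 148 and 59.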

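The genes that set the mid-secretory endometrium apart were largely shared between the comparisons with the proliferative and the early secretory phase. In the same direction in both, 8890 genes were DEGs, 4395 of them higher and 4495 lower in the mid-secretory phase, and 1 gene was a DEG in opposite directions. All 31 tested cell cycle genes were lower in both comparisons. Of 15 complement genes, which encode a humoral defense system also secreted by endometrial glands, 13 were higher and 2 lower in each, and adjusted over the list alone the counts were the same. The markers of natural killer (NK) cells were higher for 13 of 16 genes against the proliferative and 14 of 16 against the early secretory phase, with the same counts when adjusted over the list alone and none lower. Against the proliferative phase, with which the mid-secretory samples share no batch, batch as a term left 7 of the 16 NK cell genes and 11 of the 15 complement genes higher and 30 of the 31 cell cycle genes lower over all genes. This estimate reaches the proliferative samples only through the 2 early secretory samples of batch 4, so the smaller counts need not be removed batch effects. With an estimated correlation none of these 3 lists was called without the term (adjusted p = 0.394 for NK cells, 0.0516 for complement and 0.231 for cell cycle genes), and with it the complement list was (0.000217) and the others were not (0.331 and 0.0995). The list tests differed in strictness. Without the term, camera called 14 of 37 lists against the proliferative phase at the preset correlation and 1 with an estimated one. Fry, which tests a list without setting it against the other genes, called 17. *C2CD4A* and *ADGRF1* rose in both, and *OVGP1*, *SPDEF* and *SLC47A1*, which encodes a transporter of organic cations, fell in both. If the comparisons were independent, 2712 shared genes would be reached by chance, but both contain the same 7 mid-secretory samples. In 100 simulated data sets with these group sizes and no true change, the log2 fold changes of the comparisons had a mean Pearson's r of 0.518 across genes, which are not independent replicates, and the same sign for 67.4% of genes, against 0.917 and 85.7% in the data. When the mid-secretory samples were divided into 3 and 4, so that no sample served in both comparisons, the 35 divisions gave a median of 6394 shared genes (range 5985 to 6639). With batch as a term the shared genes numbered 3919.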

Normal weight, overweight, and obese categories were represented across the menstrual cycle biopsy time points, with no clear segregation by BMI (Figure 1B).

We used scRNA-Seq to determine the distribution of endometrial cell types across the secretory phase (*n* = 11) and in the decidua from first trimester pregnancies (*n* = 3) (Supplemental Table 1). A total of 171,261 cells passed quality control with an average of 27,654 reads per cell. UMAP resolved 17 main cell clusters (Figure 1D). Cluster identities were assigned using the expression profiles of canonical markers for cell populations expected to be found in the nonpregnant human endometrium (Figure 1E). Cells were identified in all clusters across all groups, and the proportion of each cell type varied by stage (Figure 1F and Supplemental Figure 1B). We identified similar cell clusters in the decidua; however, there were notable differences in the proportions of each cell type when compared with the secretory phases. Proliferative stromal cells were most abundant in the early secretory endometrium (89% of the cluster), whereas lymphatic endothelium (61%) and 4 clusters of immune cells — myeloid (50%), NK (50%), NK/lymphoid (50%), and B cells (49%) — were most abundant in the endometrial decidua of pregnancy. Additionally, compared with the decidua, all immune cell populations were decreased in the secretory phase samples (early = 24%, mid = 7%, late = 22%, decidua = 42%). Taken together, the global transcriptome and the single-cell analysis demonstrated dynamic shifts in endometrial gene expression and cell composition across the menstrual cycle, with a marked transition from an early secretory to mid-secretory phase phenotype and an immune cell–dominated environment in early pregnancy. These findings highlight key molecular and cellular changes that may be critical for endometrial receptivity and successful embryo implantation.

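From the early to the mid-secretory phase, genes of cell division and of the response to estrogen fell, and genes of receptivity, decidualization, complement and NK cells rose. Of 37 lists, camera called 17 here at the preset correlation and 1 with an estimated one, and fry called 20. The adjusted p values of lists given below are those of the strictest of the 3 tests. All 31 cell cycle genes fell, 31 also when adjusted over the list alone, with a median log2 fold change of −2.77 (adjusted p = 0.137 with an estimated correlation). Among them were *KIF20A* (log2 fold change −3.84), *BUB1B* (−3.38) and *TTK* (−3.31), which act in mitosis. Replication-dependent histones fell for 18 of 20 genes, by either adjustment (median −2.09, adjusted p = 0.315 with an estimated correlation). Of 14 sex steroid receptors and estrogen-responsive genes, 9 fell and 1 rose, the same when adjusted over the list alone (median −1.16, adjusted p = 0.131 with an estimated correlation). *ESR1*, the estrogen receptor alpha gene on chromosome 6 of GRCh38 from 151656691 to 152129619, was 9.70 ± 0.09 log2 CPM (SD, n = 10) in early and 7.78 ± 0.36 (SD, n = 7) in mid-secretory samples, a log2 fold change of −1.92 (standard error 0.14, adjusted p = 2.21e-11 from limma). *PGR*, the progesterone receptor gene, went from 11.36 ± 0.38 (SD, n = 10) to 8.54 ± 0.50 (SD, n = 7). Of 36 receptivity markers, 32 rose and 2 fell, the same when adjusted over the list alone (median 4.48, adjusted p = 0.0165 with an estimated correlation), among them *MAOA*, which degrades monoamines (5.39), *CD55*, which restrains complement (4.73), and *CLDN4*, a tight junction gene (4.72). Of 21 decidualization markers, 16 rose and 3 fell, and 17 rose and 3 fell when adjusted over the list alone (median 2.12, adjusted p = 0.272 with an estimated correlation). The transcription factor gene *FOXO1* had a log2 fold change of 3.14 and *SCARA5* one of 6.12. The 13 of 15 complement genes that rose gave their list a median of 2.00 (adjusted p = 0.0506 with an estimated correlation, and 0.00169 with batch as a term as well), and the 14 of 16 NK cell genes one of 1.78 (adjusted p = 0.315 with an estimated correlation). In the paper's single-cell data the share of all immune cells went the other way, lower in mid- than in early secretory samples. That share counts all immune cells of dissociated tissue, whereas the values here are transcripts of NK cell markers in whole tissue. Metallothioneins, which bind zinc and copper, rose for 8 of 9 genes and fell for 1 by either adjustment (median 4.27, adjusted p = 0.315 with an estimated correlation), and their near-identical sequences may share reads. Ciliated epithelium genes fell for 14 of 18 by either adjustment (median −1.42, adjusted p = 0.821 with an estimated correlation). Lists that can follow RNA quality or the handling of tissue moved in the same comparison. Mitochondrially encoded mRNAs rose for 10 of 13 genes, and for 11 when adjusted over the list alone (median 0.76, adjusted p = 0.75 with an estimated correlation). Within batch 1 and within batch 5, 13 of 13 were positive. Immediate early and heat shock genes rose for 13 of 16 by either adjustment.
Among protein-coding genes whose groups did not overlap and whose mean was at least 1 log2 CPM, *C2CD4A*, on chromosome 15 of GRCh38 from 62066977 to 62070917, rose most, from 0.38 ± 2.28 log2 CPM (SD, n = 10) in early to 9.95 ± 0.38 (SD, n = 7) in mid-secretory samples, a log2 fold change of 9.57 (standard error 0.67, adjusted p = 9.74e-12 from limma). *PAEP*, the gene of the gland product glycodelin, had a log2 fold change of 9.32 (standard error 1.02), and *CXCL14*, a chemokine gene, one of 8.37 (standard error 0.69). The largest decreases among the same genes were those of *TRH*, the thyrotropin-releasing hormone gene (−7.68, standard error 0.81), *OVGP1* (−7.20, standard error 0.73) and *PENK*, the proenkephalin gene (−6.28, standard error 0.71), and *SFRP4*, an inhibitor of WNT signaling, fell by 5.86 on the log2 scale. In each of these genes all 7 mid-secretory samples lay outside the range of the 10 early secretory samples. Of the 10816 DEGs, 2883 had such separate groups, where chance gives 0.0103% of genes. Within batches 1 and 5 the median log2 fold changes were −2.20 and −3.27 for cell cycle genes, −1.20 and −1.38 for steroid receptor genes, 5.02 and 3.97 for receptivity markers, 2.62 and 1.40 for decidualization markers and 2.09 and 1.51 for NK cell genes. 1 early secretory sample, alone in its batch, lay nearer to the mid-secretory samples than the other 9 in receptivity and decidualization markers. Joining the bulk data with its single-cell data, the paper concludes that gene expression and cell composition shift across the cycle with a marked transition from the early to the mid-secretory phase, and it proposes that these changes matter for receptivity and implantation.

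**Figure D4:**
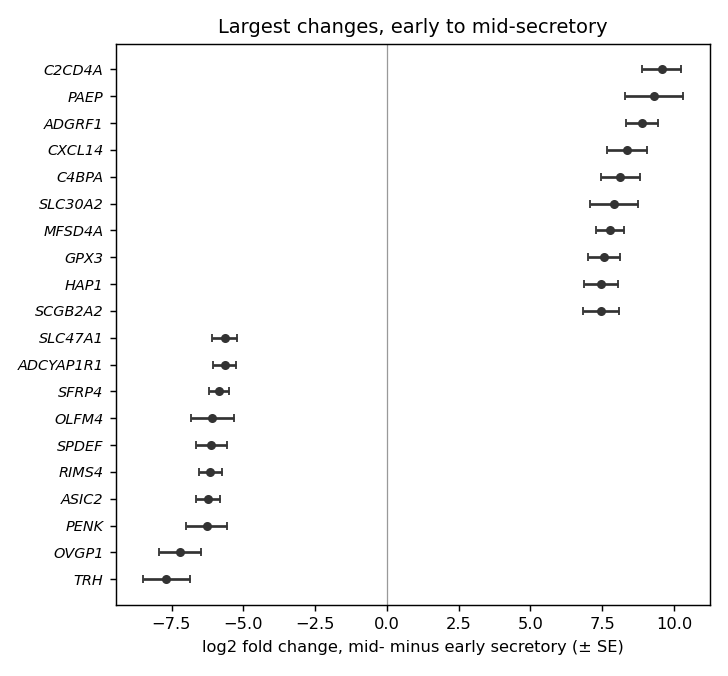
Log2 fold changes (mid- minus early secretory, with standard errors) of the 10 protein-coding genes with the largest increases and the 10 with the largest decreases among DEGs whose groups did not overlap and whose mean was at least 1 log2 CPM. They run from 9.57 for *C2CD4A* to −7.68 for *TRH*.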

### Expression of ESR1 and PGR in the epithelial and stromal compartments of the secretory phase endometrium and first trimester decidua.

Ovarian-derived estradiol (E2) and progesterone (P4) bind to their cognate receptors, estrogen receptor alpha (ESR1) and progesterone receptor (PGR), respectively, which mediate hormonal signaling to prepare the uterine lining for embryo implantation by regulating cellular proliferation, differentiation, and receptivity (34, 35). Circulating E2 and P4 levels were measured at the time of endometrial sampling (Supplemental Table 1), and we recently showed histopathological alignment of endometrial glandular and stromal compartments to menstrual cycle stage when the day of endometrial sampling was based on detection of the urinary luteinizing hormone surge (13). To understand how circulating E2 and P4 could affect the endometrium, we defined the spatial and temporal changes in *ESR1* and *PGR* across stages of the menstrual cycle in the epithelium and stroma (Figure 2). *ESR1* expression was observed in both stromal and epithelial cells during the early secretory phase, with higher levels in the glandular and secretory glandular epithelium (Figure 2A). Compared with the early secretory phase, *ESR1* expression was reduced in the mid- and late secretory phases and became more restricted to the proliferative stroma and glandular epithelium. These findings were corroborated at the protein level (Figure 2C). Similarly, *PGR* was highly expressed in both stromal and epithelial cells during the early secretory phase (Figure 2B) but showed a marked decrease in the mid- and late secretory phases, with very low expression in the epithelium. This pattern was also supported at the protein level (Figure 2D). These data confirm the dynamic regulation of ESR1 and PGR expression, highlighting a shift from widespread expression in the early secretory phase to a more localized and reduced expression pattern in the mid- and late secretory phases. This transition likely reflects the endometrium’s preparation for implantation and its progression toward a refractory state with changes in hormonal responsiveness. Moreover, comparison with the first trimester decidua revealed continued expression of PGR in the stroma and a further reduction in epithelial *ESR1* and *PGR* expression (Figure 2, C and D).

### ERA genes are expressed in the glandular epithelium.

The expression pattern of 238 genes defines the ERA (20). Analysis of gene expression patterns in our bulk mRNA-Seq data demonstrated that 84% of ERA genes were differentially expressed, in a consistent direction, from early compared with mid-secretory phase samples (132 increased, 68 decreased) and only 3% (4 increased, 3 decreased) overlapped with DEGs from mid- compared with late secretory phase samples (Figure 3, A–C). These findings confirmed expression of ERA genes in the mid-secretory phase. Next, utilizing an ERA score, which was defined by the 143 genes that are upregulated in the ERA (20), we used scRNA-Seq analysis of the endometrial samples to identify cell types corresponding to the receptivity signature. Glandular epithelium and secretory glandular epithelium had the highest expression levels of ERA genes (Figure 3D). The ERA marker genes had the lowest expression in the early secretory stage, with an overall increase at the mid-secretory phase and a continued rise in expression in the secretory glandular epithelium of late secretory phase and first trimester decidua samples (Figure 3E). Taken together, these data suggest that while the ERA gene signature is enriched in the mid-secretory phase, its expression extends beyond the traditional implantation window, persisting into the late secretory phase and early pregnancy. This finding highlights the power of scRNA-Seq for understanding temporal changes in gene expression within distinct epithelial cell types.

Based on the dispersion of the epithelial cluster in the UMAP analysis, we performed a subcluster analysis. In addition to glandular, secretory glandular, and ciliated epithelium, we identified 7 epithelial subclusters (Supplemental Figure 2A). The proportion of cells within each cluster varied dynamically, with an expansion of cells in the epithelium 0 subcluster from the early secretory phase to later stages and a decline of cells in glandular and secretory glandular epithelium in first trimester decidua samples (Figure 2D). These findings reveal stage-specific epithelial remodeling, potentially driven by shifts in cellular composition or dynamic transcriptional states. To further characterize these epithelial subpopulations, we defined the top marker genes for each subcluster (Supplemental Table 6), including a subcluster enriched for *LGR5*, a luminal epithelial stem/progenitor population (36–39). A dot plot of representative markers (Supplemental Figure 2B) highlighted genes enriched in individual subclusters, and bar plots (Supplemental Figure 2, C and D) provide additional context of epithelial diversity within the endometrium.

To identify marker genes that could define a receptive transcriptomic signature of the mid-secretory endometrium, we identified DEGs in the secretory glandular epithelial cells in early versus mid-secretory samples. As shown in Figure 3F, 11,332 genes were differentially expressed (Supplemental Table 7) with 5,258 overlapping DEGs identified in bulk mRNA-Seq comparisons of early versus mid-secretory phases. 

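The paper lists the 556 genes of its glandular epithelium receptivity module (GERM) in Supplemental Table 8, and in the bulk samples all 556 moved in the listed direction between the early and the mid-secretory phase. The 289 upregulated genes had a median log2 fold change of 2.98 (range 1.93 to 10.1) and the 267 downregulated genes a median of −2.79 (range −7.20 to −1.92). All 556 passed an adjusted p of 0.05 in limma, 539 had an absolute log2 fold change over 2, 519 had an adjusted p under 1e-07, and 505 met both thresholds, 247 of the upregulated and 258 of the downregulated genes. The list was drawn by the study in part from these samples, so these counts are not independent evidence of its direction. By function, 24 of the 31 tested cell cycle genes and 20 of the 36 receptivity markers belong to GERM, along with 5 of 21 decidualization markers and 4 of 15 complement genes, but none of the 16 NK cell genes. The list holds 536 protein-coding genes and 20 long noncoding RNAs. Across all genes, 722 met both thresholds in the bulk samples, 345 higher and 377 lower in the mid-secretory phase. The log2 fold changes of the paper's own table and those from limma had a Pearson's r of 0.995 across genes, which are not independent replicates. The genes were chosen for large changes in either direction, which by itself raises r. For 549 of 556 genes the 2 values differed by no more than the SD between samples, taken from the phase with the larger one. The largest difference was 3.28. Leaving out the samples of batch 4, all proliferative samples and 2 early secretory samples, gave 178 genes past both thresholds.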

We further filtered these overlapping DEGs using a cutoff of an absolute value of the log_2_ fold-change greater than 2 and an FDR less than 10^–7^ and found 556 marker genes (267 downregulated and 289 upregulated, Supplemental Table 8) that we termed the glandular epithelium receptivity module (GERM) signature. Notably, 33% of the ERA (*n* = 79) genes were included in the GERM signature (Figure 3G).

### In vitro decidualization and senescence marker genes are highly expressed in decidua from first trimester pregnancy.

In vivo, estrogen-primed endometrial cells differentiate under the influence of progesterone, thus generating an endometrium that is receptive to embryo implantation. Stromal cell decidualization, which is an integral part of endometrial remodeling, has been frequently studied, perturbed, or recovered in vitro to gain a deeper understanding of the mechanisms underlying appropriate versus aberrant endometrial differentiation. Decidualization of stromal cells in vitro is commonly verified by increased expression of “classic” markers of decidualization including *IGFBP1* (40), *PRL* (41), and *FOXO1* (42, 43). We combined these classic markers, as well as others associated with in vitro decidualization (44, 45) and found that expression of genes associated with in vitro decidualization was highest in the first trimester decidua when visualized across the secretory phase and first trimester samples (Figure 4A). The gene list was then used to generate a “decidualization score” to identify cells that expressed in vitro decidualization marker genes. Cells exhibiting high marker expression were predominantly found in the first trimester stromal cluster, with lowest expression observed during the early secretory phase compared with the mid- and late secretory phases (Figure 4B). Stromal cells with a rounded, epithelioid morphology and prominent nuclei, as is seen after in vitro decidualization of isolated primary or immortalized endometrial stromal cells (46), were detected by H&E staining in the first trimester but not in the mid-secretory phase (Figure 4C). These data demonstrate gene expression and the differentiated cellular morphology consistent with decidualization in stromal cells in first trimester deciduae.

Cells with an elevated decidualization score were not uniformly distributed within the stromal cluster, supporting the utility of reclustering the stromal population for more detailed analyses. Six stromal subclusters were found in addition to the previously labeled proliferative stroma cluster (Figure 5A). The cell type proportions varied across stages, except stroma 4 (early = 11%, mid = 15%, late = 11%), with an increase from the early to mid-secretory and late secretory phases in stroma 1, 3, and 5 (stroma 1: early = 11%, mid = 24%, late = 29%; stroma 3: early = 13%, mid = 23%, late = 21%; stroma 5: early = 0.1%, mid = 0.6%, late = 0.3%). This corresponded to decreases in proliferative stroma and stroma 0 and 2 (proliferative: early = 8%, mid = 0.3%, late = 0.3%; stroma 0: early = 33%, mid = 20%, late = 24%; stroma 2: early = 24%, mid = 18%, late = 14%) (Figure 5, B and C). Analysis of in vitro decidualization markers in the subclusters confirmed higher expression in the first trimester stromal cells (Figure 5D). However, no specific cell population demonstrated consistently elevated expression of these in vitro decidualization markers (Figure 5, D and E).

### Senescent stromal cells are most abundant in the secretory phase endometrium and decidua from first trimester pregnancy.

Senescent stromal cells are present in secretory phase endometrium and likely play important roles in fertility (44). We utilized a panel of in vitro cellular senescence marker genes (44, 45) to identify senescent cells in our endometrial samples. We found 7 of the 12 genes had the highest expression in first trimester endometrial deciduae (Figure 6A), mirroring expression of in vitro decidualization marker genes, and that expression of in vitro senescence markers was not restricted to a single stroma subcluster (Supplemental Figure 3). We then used expression of validated in vivo markers, *SCARA5* and *DIO2* (44), to differentiate decidual and senescent subclusters. Stroma subclusters 1, 3, and 5, which were most abundant in the mid- and late secretory phase samples, had highest expression of *SCARA5* and were identified as decidualized stromal cells (DSCs) (Figure 6B). These were further characterized by expression of *FOS*, denoted as DSC *FOS*^lo^ and DSC *FOS*^hi^, or high expression of *CXCL14*, denoted as DSC *CXCL14*^hi^ (Figure 5E and Figure 6B). Stroma 0 and 4, with increased expression of *DIO2*, were identified as senescent stromal subclusters and were further characterized by the level of *DIO2* expression, denoted as *DIO2*^lo^ and *DIO2*^hi^ (Figure 6B). Stroma subcluster 2 expressed *SCARA5* and *DIO2* and was labeled senescent decidualized stromal cells (snDSCs) (Figure 6B).

To identify unique signaling patterns among stromal subclusters, ligand-receptor communication analysis was conducted using CellChat (47, 48). This analysis revealed that overall stromal communication was driven by senescent *DIO2*^lo^ and *DIO2*^hi^ cells (Figure 6C). In contrast, the snDSC cluster displayed the lowest overall signaling (Figure 6C). Assessment of stromal cell-cell communication across stages showed similar signaling patterns in mid- and late secretory phases with snDSCs having the lowest receiver score (Figure 6, E and F). Additionally, increased communication between the proliferative stroma and senescent *DIO2*^hi^ cells was evident during mid- and late secretory phases (Figure 6, E and F). Based on sender and receiver scores, senescent *DIO2*^hi^ and *DIO2*^lo^ and proliferative stroma cells were the most interactive clusters during early, mid-, and late secretory phases (Figure 6, D–F). In contrast, proliferative stroma was the least interactive subcluster in first trimester deciduae (Figure 6G).

### Stromal cell communication with secretory glandular epithelium increases during the mid-secretory phase.

The epithelial and stromal compartments of the endometrium have independent and interdependent roles in supporting embryo implantation (49, 50). While the epithelium undergoes critical modifications to establish receptivity for nidation (51, 52), stromal cell differentiation is essential for successful implantation and subsequent pregnancy maintenance (53). However, the mechanisms by which epithelial and stromal cells coordinate their functions during this process remain incompletely defined. To better understand the interactions between these two compartments, we defined the crosstalk between the epithelium and stroma cell populations.

Epithelial clusters 0 through 4 had the lowest receiver strength across all stages and had low interaction strengths. In the secretory phases, the glandular, secretory glandular, and all stroma subclusters were interactive (Figure 7, A–C). Epithelial cells exhibited reduced cell-cell communication in the first trimester decidua samples. In contrast, signaling between all stroma subclusters except for the proliferative stroma was active in the first trimester decidua samples (Figure 7C).

Epithelium 6 and DSC *FOS*^lo^ clusters had higher receiver strength in the early secretory compared with the mid-secretory phase, with stroma as the predominant source. By contrast, the stroma clusters had reduced communication with the secretory glandular epithelium in the early secretory phase samples (Figure 7A). A similar pattern was observed for late secretory compared with mid-secretory phase samples (Figure 7B), indicating that stroma to secretory glandular epithelium communication was increased during the mid-secretory phase. Conversely, communication from the stroma to epithelium 6 and DSC *FOS*^lo^ decreased in the mid-secretory phase samples (Figure 7, A and B). In the first trimester deciduae compared with mid-secretory phase samples, all stroma subclusters, except proliferative, had increased interaction strength within the stroma (Figure 7C). Interestingly, receiver strength for the snDSC cluster was increased in the first trimester decidua samples compared with mid-secretory phase samples.

Since the transition from the early to mid-secretory phase is critical for pregnancy initiation, we investigated altered signaling pathways in the secretory glandular epithelium, the primary cell type exhibiting changes in communication between the epithelium and stroma. Pathways associated with the extracellular matrix (ECM), including collagen and laminin, were downregulated in the secretory glandular epithelium of early and late secretory phase samples compared with mid-secretory phase samples (Figure 7, D and E). Signaling network analysis during the mid-secretory phase confirmed that the secretory glandular epithelium was the strongest signal recipient within the collagen pathway, receiving input from all stromal subclusters, as well as the epithelium 5 and ciliated epithelium subclusters (Figure 8A). The ligand-receptor interaction was strongest during the mid-secretory phase (Figure 8C) compared with the early (Figure 8B) and late secretory phases (Figure 8D), suggesting a key role for collagen signaling in endometrial receptivity. Further analysis of ligand-receptor interactions within the collagen pathway revealed that the primary ligand contributors were *COL1A1*, *COL1A2*, *COL6A1*, *COL6A2*, *COL4A1*, and *COL4A2*; *CD44* was the predominant receptor in the secretory glandular epithelium (Figure 8E).

### Dysregulated expression of epithelial cell– and stromal cell–specific genes in the endometrium of patients with infertility.

Based on the observed temporal increase in communication between stroma and secretory glandular epithelium during the mid-secretory phase, as well as the localization of genes associated with endometrial receptivity within the same epithelium, we hypothesized that this signaling axis would be altered in the endometrium of patients experiencing infertility. We first identified decidual and senescent stromal cells in a publicly available dataset of endometrial samples at the mid-secretory stage from controls and patients with recurrent implantation failure (GSE183837) (2). Stromal populations were classified in control samples based on our scRNA-Seq markers (Figure 9A), and we found disrupted proportions in endometrial samples from patients with recurrent implantation failure (Figure 9B). There was an expansion of senescent cells, expressing *DIO2*, and a concurrent decrease in decidual cell populations. Notably, *CXCL14*^hi^ decidual stromal cells were severely decreased in samples from patients with recurrent implantation failure compared with controls (0.2% vs. 30%).

We then applied our GERM signature to multiple datasets including those containing early- and mid-secretory phase endometrial samples from fertile controls (33, 54, 55) and patients with recurrent implantation failure (2, 56), recurrent pregnancy loss (57, 58), and unexplained implantation failure (57) (Figure 9, C and D). We confirmed reduced expression of the upregulated genes in our GERM signature (GERM_up) in the secretory glandular epithelium in endometrial samples from patients with recurrent implantation failure (Figure 9C). Gene set enrichment analyses using our GERM signature, GERM_up and GERM_down, were then combined to produce a GERM score for the other datasets, which included microarray, bulk RNA-Seq, scRNA-Seq, and spatial RNA-Seq results.

The GERM score was significantly higher and positively correlated with healthy endometrium during the mid-secretory compared with the early secretory phase (scores = 5.6–6.3; Figure 9D). Notably, epithelial isolates from fertile endometrium (GSE132711) (55) exhibited the highest GERM score (7.2) and the strongest significance (combined *P* = 2.52 × 10^–220^). Similarly, endometrial epithelial organoids treated with estradiol and medroxyprogesterone acetate, which mimic the secretory phase, also displayed a significant positive GERM score (score = 4) (59). Consistent with these findings, 303 genes (54.5% of the GERM set) were coordinately differentially expressed in the hormone-treated organoids. Moreover, a significant overlap was identified between the GERM signature and endometrial PGR cistrome genes (*n* = 653), with 86 genes likely representing direct targets of PGR-mediated transcriptional regulation.

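In the bulk samples the upregulated GERM genes were high and the downregulated ones low in the mid- and late secretory phases, with the reverse in the proliferative and early secretory phases. The level of the upregulated genes minus that of the downregulated genes, each a median deviation from the genes' means, was −2.18 ± 0.16 log2 CPM (SD, n = 6) in proliferative, −2.17 ± 0.53 (SD, n = 10) in early secretory, 3.68 ± 0.58 (SD, n = 7) in mid-secretory and 2.95 ± 0.27 (SD, n = 3) in late secretory samples. Each of the mid-secretory samples, at 2.93 or more, lay above every early secretory sample, at −0.72 or less. Gene set enrichment by fgsea on log2 fold changes from limma gave normalized enrichment scores of 4.05 for the upregulated and −4.14 for the downregulated genes from the early to the mid-secretory phase, a difference (GERM score) of 8.18. Both adjusted p values were at 1e-50, the smallest that was computed. The p values of fgsea come from permuting genes, so they do not measure the spread between samples. Against the proliferative phase the score of the mid-secretory phase was 8.22. It was 2.22 between proliferative and early secretory samples (adjusted p = 0.232 for each gene set), where 1 of the 289 upregulated genes was higher and 2 were lower, and 1 of the 267 downregulated genes was higher and 1 lower. From the mid- to the late secretory phase the score was −4.29 (adjusted p = 1.37e-07 for the upregulated and 3.72e-21 for the downregulated genes by fgsea, again over genes), with median log2 fold changes of −0.24 for the upregulated and 0.41 for the downregulated genes and none of the 556 past the limma test. The levels of the late secretory samples, 2.731 to 3.255, overlapped those of the mid-secretory samples, 2.926 to 4.464. Because GERM was selected in part on these samples, the score is not independent evidence. That holds for the fall from the mid- to the late secretory phase as well.

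**Figure D5:**
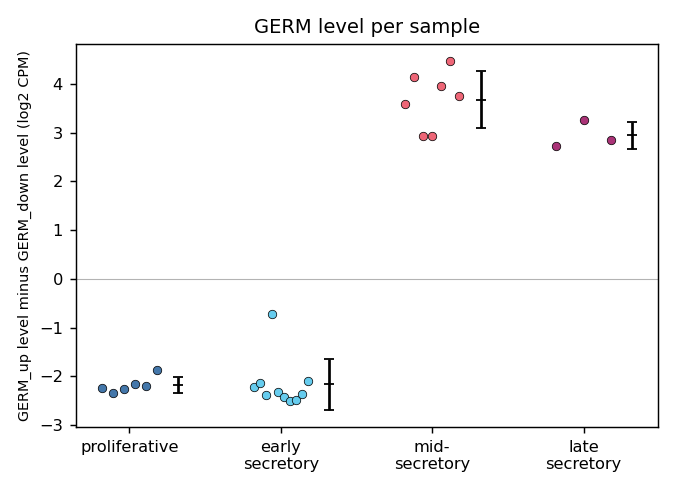
Level of upregulated minus downregulated GERM genes (log2 CPM) in every sample, by phase, with points for samples and bars for the mean and SD. All 7 mid-secretory samples lie between 2.93 and 4.46 and the 10 early secretory samples between −2.51 and −0.72.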

Our bulk mRNA-Seq dataset, as a positive control, had a GERM score of 8 with a combined *P* value of 0. In contrast, GERM scores in endometrial samples from patients with infertility, specifically recurrent implantation failure, recurrent pregnancy loss, or unexplained implantation failure, were decreased (scores = –5.3–1.8). The GERM scores from one microarray study (GSE165004) (57) were reduced (scores = 0.2–1.8) but did not reach significance. Inspection of the fold-changes revealed a limited dynamic range that likely affected the strength of the gene set enrichment analyses. Together, these findings validate our GERM signature across control patients of different racial and demographic origins and demonstrate dysregulation of our GERM signature genes in patients with “endometrial factor” infertility. The GERM gene list expands the panel of genes associated with endometrial receptivity, specifically capturing those expressed in secretory glandular epithelial cells. Additionally, our findings demonstrated that the glandular epithelium gene signature was correlated with receptivity required for successful embryo implantation.

## Discussion

In this study, we performed bulk and single-cell transcriptomic analyses on endometrial samples from ovulatory menstrual cycles and deciduae from first-trimester pregnancies to elucidate the epithelial and stromal changes driving endometrial differentiation in preparation for implantation. To our knowledge, this is the first study to include fertile Black and Hispanic patients, addressing a critical gap in reproductive research and providing an important foundation for future studies involving larger and more diverse cohorts. We demonstrated that glandular epithelial cells are central to endometrial receptivity and characterized shifts in stromal decidual and senescent populations, highlighting the complex, multilineage endometrial changes that underlie embryo implantation. Importantly, the GERM signature we developed remained robust when validated across multiple independent datasets encompassing 190 patients. This consistency, along with the observation of similar gene expression patterns among fertile controls of different racial and demographic origins, suggests that the molecular signature defining the window of implantation is conserved across groups.

Estrogen receptors and progesterone receptors mediate hormone signaling pathways that are essential for regulating changes in the endometrium throughout the menstrual cycle in preparation for potential pregnancy. Comparison with prior studies demonstrated that ESR1 and PGR gene and protein expression (60, 61), as well as gene expression profiles in the epithelial compartment (33, 54), are consistent among fertile and presumably fertile patients with regular menstrual cycles. The distribution of ESR1 and PGR proteins in our secretory phase samples aligns with published literature, which indicates that ESR1 and PGR expression is highest in the proliferative phase and decreases as the menstrual cycle progresses (62–66).

Since at least the early 20th century, clinicians and scientists have been attempting to describe and characterize the features of an endometrium that is receptive to embryo implantation. In 1950, Noyes et al. put forth criteria for dating the endometrium based on phenotypic features of endometrial glands and stroma on histopathology (51), facilitating the uniform categorization of a biopsy sample as early, mid-, or late proliferative, and describing the secretory phase in terms of the number of days after ovulation. The Noyes criteria were later applied to the examination of luteal phase defects (67) and assessed for correlation with fertility status (68) but have been largely relegated to the realm of pathologists for descriptive purposes only. More recently, attempts were made to characterize the window of implantation based on a transcriptomic signature, a technique theorized to optimize embryo transfer timing by uncovering prereceptive and postreceptive endometria on the day of typical receptivity (20). Unfortunately, the 238-gene tool, known as the ERA, has not consistently improved pregnancy rates for some groups (21–23). Despite the limitations of the ERA in improving pregnancy rates, we were interested in examining markers of receptivity used in their analyses to understand the cellular origins of the receptivity signature and to explore the cellular and molecular factors that contribute to endometrial receptivity. In this study, we found that the glandular epithelium cluster had the greatest expression of ERA genes, emphasizing the importance of this cellular compartment at the embryo-endometrium interface. Previous work has suggested that the molecular signature of the glandular epithelium correlates strongly with menstrual cycle day (69). Our results expand on this finding by suggesting that the importance of the glandular epithelium lies in its key role as the cell type driving receptivity in the mid-secretory endometrium. By identifying glandular epithelial markers of receptivity that are detectable in bulk mRNA-Seq, we generated a set of receptivity markers (the GERM signature), which was applied to published datasets and found to be altered in conditions suggestive of abnormal endometrial differentiation such as recurrent implantation failure and recurrent pregnancy loss. This novel signature therefore represents a promising new direction in the characterization of endometrial receptivity.

To better understand the epithelial contribution to receptivity, we calculated the GERM scores in published epithelial-only organoid cultures (59) and compared them with fertile endometrium datasets. This comparison revealed that while epithelial cells can generate a receptivity signal, full establishment of the receptive state likely requires stromal cell–derived signals, underscoring the importance of epithelial-stromal crosstalk in achieving optimal endometrial receptivity. Indeed, epithelial organoids appear less responsive to progestins than whole tissue (70), and epithelium isolated from endometrium tissue (GSE132711) scored higher than whole tissue (score = 7.1). Although the GERM score provides a promising framework for assessing receptivity, we acknowledge that this signature will require further refinement and independent validation in future studies to confirm its clinical utility. To accomplish this, a large number of well-characterized control samples from diverse populations, collected under strictly standardized conditions, may establish a baseline reference to which an individual patient’s mid-secretory biopsy could be compared.

Based on our data, we have proposed an important role for the glandular epithelium in defining endometrial differentiation and generating a receptivity signal. Understanding that endometrial differentiation is highly dependent on stromal cell decidualization as well, we next sought to examine this cellular compartment in greater depth. We compared endometrial gene expression with the gene expression patterns of in vitro stromal cells and uncovered key differences between these two models. Prior studies have examined the characteristics of stromal cells in vitro to gain a better understanding of the properties of these cells before and after the addition of a decidualization stimulus. In vitro decidualization is commonly carried out by culturing human endometrial stromal cells (HESCs) with one or more of the following stimuli: cAMP, medroxyprogesterone acetate, and estradiol (71). In these studies, decidualization is typically confirmed by appreciating changes in cellular morphology, from fibroblast-like to epithelioid, and assessing expression of markers including IGFBP1 and PRL (71). When we examined the expression of *IGFBP1* and *PRL* in our secretory phase and first trimester decidua samples, we found the highest expression of these markers in the pregnancy decidua, with relatively lower levels of expression in the secretory phase, suggesting that these markers may be used more aptly in models of early pregnancy decidua rather than to mimic the secretory phase endometrium in the absence of embryo implantation. To our knowledge, our study is one of the first to directly compare cell type–specific expression of these two markers and cellular morphology in both secretory phase biopsies and pregnancy decidua. Our data are in line with those that suggest that in the absence of pregnancy, the secretory phase can be thought of more aptly as a “pre-decidua” that only achieves full decidualization of stormal cells after embryo implantation (72). Our findings suggest the need for more complex in vitro assays to better assess the interactions between cells, as well as the need for a stimulus that more closely mimics the differentiation of the secretory-phase endometrium. In this way, the preimplantation endometrium may be studied ex vivo with higher fidelity.

Cellular senescence refers to the permanent proliferative arrest of a cell in response to various stressors (73). This process has been described in 2 forms: acute (transient and physiological) and chronic (persistent and age-related) (74, 75). Acute senescence may be observed as a part of normal processes, including embryogenesis, endometrial cycling, and repair of tissue injury (76, 77), whereas chronic senescence may represent the age-related or pathological decline in tissue function (76, 77). There is a growing appreciation for the role of senescence in endometrial remodeling (75, 78–82). Experimental evidence indicates that HESC decidualization is accompanied by the appearance of a p16-positive senescent cell subpopulation, suggesting that cellular senescence is a critical component of normal HESC decidualization (80). Embryo implantation may also activate physiological senescence (83). During decidualization, endometrial stromal cells undergo proliferation arrest and secrete inflammatory mediators, including senescence-associated secretory phenotype (82). Although decidual senescence is critical for the initial proinflammatory response required for embryo implantation (84), it is thought that premature senescence of human endometrial stromal cells can impair decidualization (79).

Within our 6 distinct stromal clusters, we resolved 3 clusters characterized by relative expression of decidualization marker *SCARA5* and senescence marker *DIO2*. Previous work has demonstrated an increase in senescent cells in the mid-secretory compared with the early secretory phase (69), as well as increased expression of *DIO2* and decreased expression of *SCARA5* in individuals with recurrent pregnancy loss compared with controls (44). We found that the highest levels of stroma-stroma communication occurred in the senescent clusters, followed by the decidualized clusters, and the lowest levels of signaling occurred in the senescent-decidualized cluster. We therefore hypothesized that the relative proportions of cells in each subgroup may vary in normal and pathological endometria and examined the expression patterns of *SCARA5* and *DIO2* in a published dataset that included women with recurrent implantation failure and controls. We found diminished expression of *DIO2* in women with recurrent implantation failure, as well as a larger proportion of cells in the senescent-decidualized cluster, suggesting that dysregulated senescence may contribute to, or be reflective of, suboptimal endometrial receptivity.

Our results highlight the dynamic crosstalk between stromal cells and the secretory glandular epithelium, particularly during the mid-secretory phase, underscoring the importance of these two cell types for endometrial receptivity. We observed that stromal-to-epithelial communication was highest in the mid-secretory phase, with the secretory glandular epithelium being the primary recipient of collagen-associated signaling. The ECM, particularly via collagen signaling, plays a fundamental role in embryo implantation by regulating endometrial tissue stiffness and mechano-sensing through receptors such as CD44 (85). Interestingly, CD44 expression is reduced in patients with infertility (86), though mouse models lacking CD44 remain viable and fertile (87), suggesting the presence of redundant receptors compensating for ECM-mediated signaling. This redundancy could be critical for maintaining implantation competence despite variations in individual receptor expression. The role of ECM mechanics in implantation is further supported by findings that collagenase-mediated softening of the ECM enhances fertility in mice (88), reinforcing the hypothesis that ECM remodeling influences implantation efficiency.

A limitation of our study is that it does not account for immune cell interactions, which are known to play a critical role in endometrial remodeling in preparation for embryo implantation. The maternal immune system modulates endometrial receptivity, and immune cells such as decidual macrophages and uterine NK cells are involved in ECM remodeling and trophoblast invasion. Recent studies highlighted the importance of immune-endometrial crosstalk in endometrium, showing dysregulated signaling in endometriosis, particularly epithelium to macrophage crosstalk through cytokine-mediated signaling pathways (89). Future studies should integrate immune cell populations into cell-cell interaction models to provide a more comprehensive understanding of implantation dynamics.

The importance of epithelial glands (59) in implantation has been well-documented across multiple species, including mice (29–31) and sheep (27, 28). Deletion of *Foxa2*, a glandular epithelium marker, demonstrated that the absence of this transcription factor led to defective uterine gland development (90) or function and subsequent implantation failure, underscoring the critical role of glandular secretions in establishing a receptive endometrial environment (91, 92). More recently, ESR1-dependent uterine gland structure has been shown to be critical for production of the key glandular secretion leukemia inhibitory factor (93). Further, in the mouse, uterine glands undergo a characteristic reorganization of the branched glands toward the implantation site prior to embryo attachment, supporting a dynamic role for the uterine glands in uterine receptivity (94). Similarly, studies in sheep indicate that endometrial glands produce key factors required for early pregnancy establishment, and that disruption of glandular function results in implantation failure (95). Taken together with our findings in the human endometrium, these data underscore the conserved and essential role of endometrial epithelial glands in implantation across species.

## Methods

### Sex as a biological variable.

This study exclusively involved female patients. The rationale for this is that the research focused on the dynamic changes in the human endometrium, a tissue unique to the female reproductive system, during the menstrual cycle and in early pregnancy. These are biological processes specific to females, and therefore the findings are not relevant to males.

### Supplemental methods.

Detailed descriptions of study participants, sample collection and processing, RNA-Seq workflows, and analytical methods are provided in the Supplemental Methods.

### Statistics.

Statistical analyses were conducted using the R statistical computing environment, with specific package versions cited in the relevant subsections. For bulk RNA-Seq, model-based differential expression analysis was conducted using the edgeR-robust method, which employs a negative binomial distribution. Correction for multiple hypothesis testing was performed using the Benjamini-Hochberg FDR method. Genes were considered differentially expressed if the FDR-corrected value was less than 0.05. *P* values of less than 0.05 were considered significant.

For scRNA-Seq data, feature expression measurements were normalized using a global-scaling normalization method (LogNormalize), which normalizes expression by total expression per cell, applies a scale factor of 10,000, and log-transforms the result. Dimensionality reduction was performed using principal component analysis on the top 2,000 variable genes; the top 20 principal components were selected for downstream clustering based on an elbow plot. Ligand-receptor communication probabilities were modeled using CellChat.

For the GERM analysis, gene set enrichment was calculated using the fgsea function. For external validation datasets, differential expression was assessed using GEO2R or DESeq2. To perform the meta-analysis across datasets, adjusted values were combined using the sum of logs method (Fisher’s method) via the sumlog function in the metap package.

### Study approval.

The use of human tissue specimens was approved by the IRB at Rutgers Health (Pro2018002041). All study participants provided signed written informed consent prior to enrollment.

### Data availability.

Bulk and scRNA-Seq data have been deposited in NCBI’s Gene Expression Omnibus (GEO GSE289073 and GSE290822, respectively). Any additional information required to reanalyze the data reported in this paper is available from the lead contact upon request.

## Author contributions

GWB and ENP were responsible for conceptualization, methodology, validation, formal analysis, data curation, writing the original draft, review and editing of the manuscript, and visualization. GWB and ENP contributed equally to this work. Authorship order among co–first authors was determined based on the extent of contributions to study conception, data analysis, and manuscript drafting, with GWB listed first. MP contributed to conceptualization, investigation, writing of the original draft, and visualization. QZ contributed to conceptualization, investigation, writing of the original draft, and methodology. RL contributed to conceptualization, writing of the original draft, and review and editing of the manuscript. KB, JGP, and PS contributed to investigation and writing of the original draft. RA contributed to conceptualization and review and editing of the manuscript. AC contributed to conceptualization, formal analysis, data curation, writing of the original draft, review and editing of the manuscript, visualization, and supervision. NCD was responsible for conceptualization, methodology, validation, formal analysis, data curation, writing of the original draft, review and editing of the manuscript, visualization, supervision, project administration, and funding acquisition.

## Funding support

This work is the result of NIH funding, in whole or in part, and is subject to the NIH Public Access Policy. Through acceptance of this federal funding, the NIH has been given a right to make the work publicly available in PubMed Central.

- Eunice Kennedy Shriver National Institute of Child Health and Human Development K99HD112539 and SRI/Bayer discovery innovation grant to ENP.
- NIH R01HD109152 to RA.
- NIH R01AI148695 to NCD.

## Supplementary Material

Supplemental data

Supplemental table 1

Supplemental table 2

Supplemental table 3

Supplemental table 4

Supplemental table 5

Supplemental table 6

Supplemental table 7

Supplemental table 8

Supporting data values

## Figures and Tables

**Figure 1:**
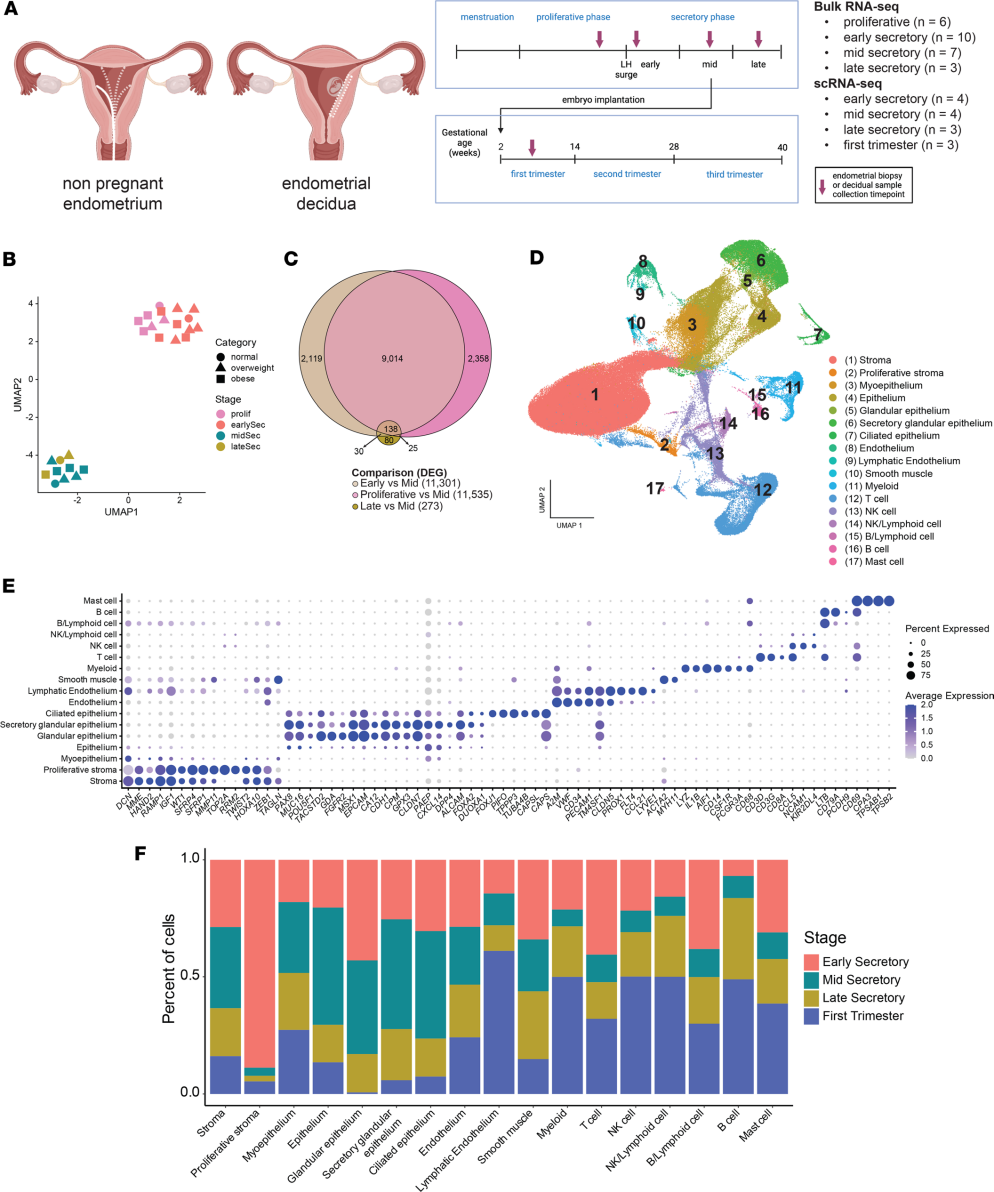
Identification of the transcriptomic profile and dynamic cell populations in the endometrium over time. (**A**) Summary of sample collection. (**B**) UMAP visualization of mRNA-Seq from proliferative (*n* = 6), early (*n* = 10), mid- (*n* = 7), and late (*n* = 3) secretory phase human endometrial samples. The color of each symbol indicates menstrual cycle stage; the shape denotes BMI category (kg/m2): normal (18–24.9), overweight (25–29.9), and obese (≥ 30). (**C**) Euler plot of the DEGs from proliferative versus mid-secretory, early versus mid-secretory, and late versus mid-secretory phase endometrial samples. (**D**) UMAP visualization of 171,261 isolated cells from human endometrial samples (*n* = 14). Each cluster (*n* = 17) represents a cell population with a similar transcriptomic profile. (**E**) Dot plot for cluster identification using specific markers for cell types from the endometrium. Average gene expression and percentage of cells expressing the specific gene in each cell cluster are shown by the color intensity and the diameter of the dot, respectively. (**F**) Stacked bar plot showing the proportion of cells in each cluster by stage.

**Figure 2:**
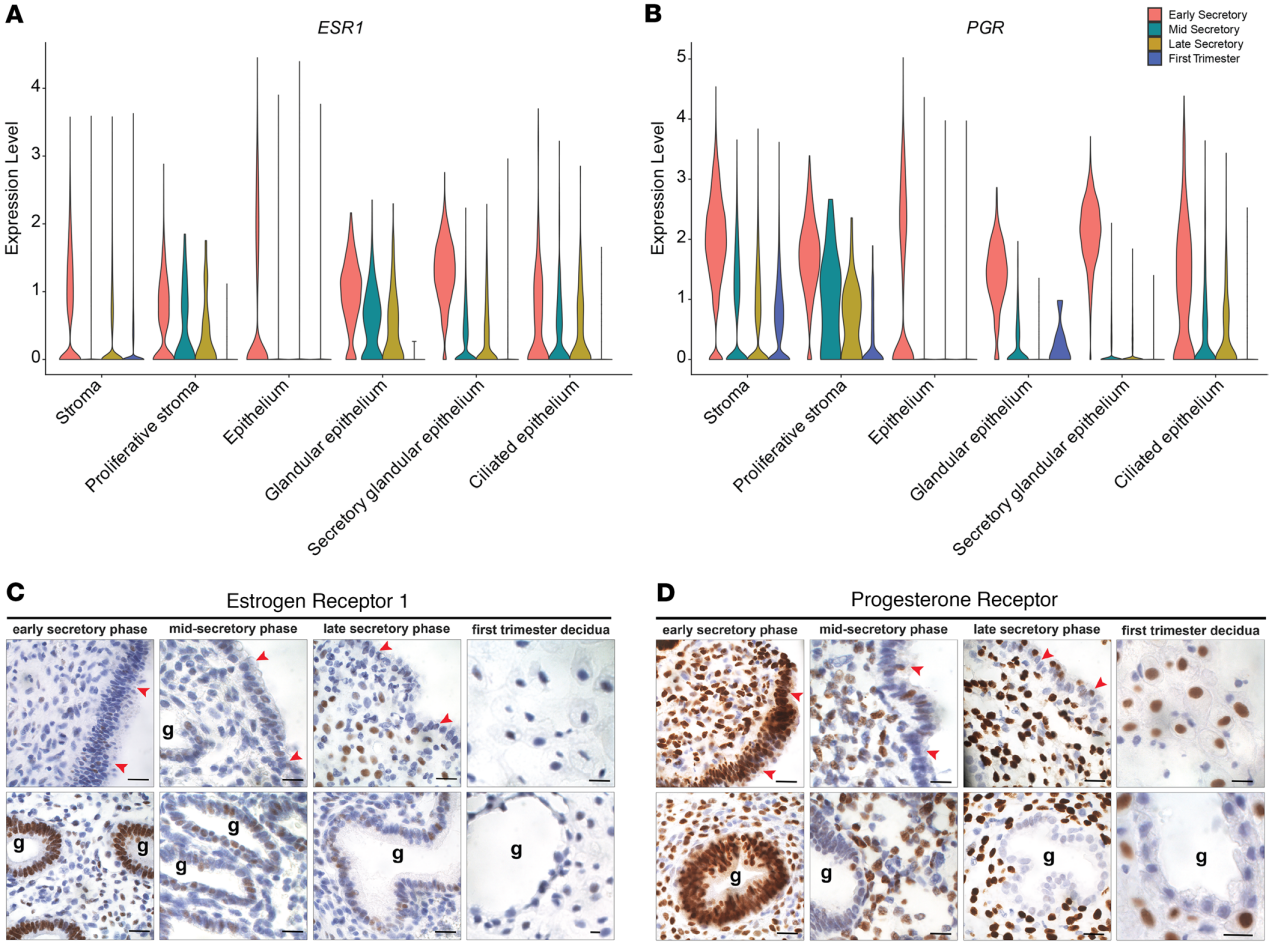
Expression of ESR1 and PGR in secretory phase endometrium and first trimester decidua. (**A** and **B**) Violin plots showing the expression of *ESR1* (**A**) and *PGR* (**B**) in the stromal and epithelial clusters across the secretory phase and in first trimester decidua. (**C** and **D**) Representative images of endometrial tissue sections stained to detect expression of ESR1 (**C**) and PGR (**D**) in glands and stroma of early, mid-, and late secretory phase endometrium and endometrial decidua of first trimester pregnancy. G, gland; red arrowheads identify the luminal epithelium. Scale bars: 10 μm.

**Figure 3:**
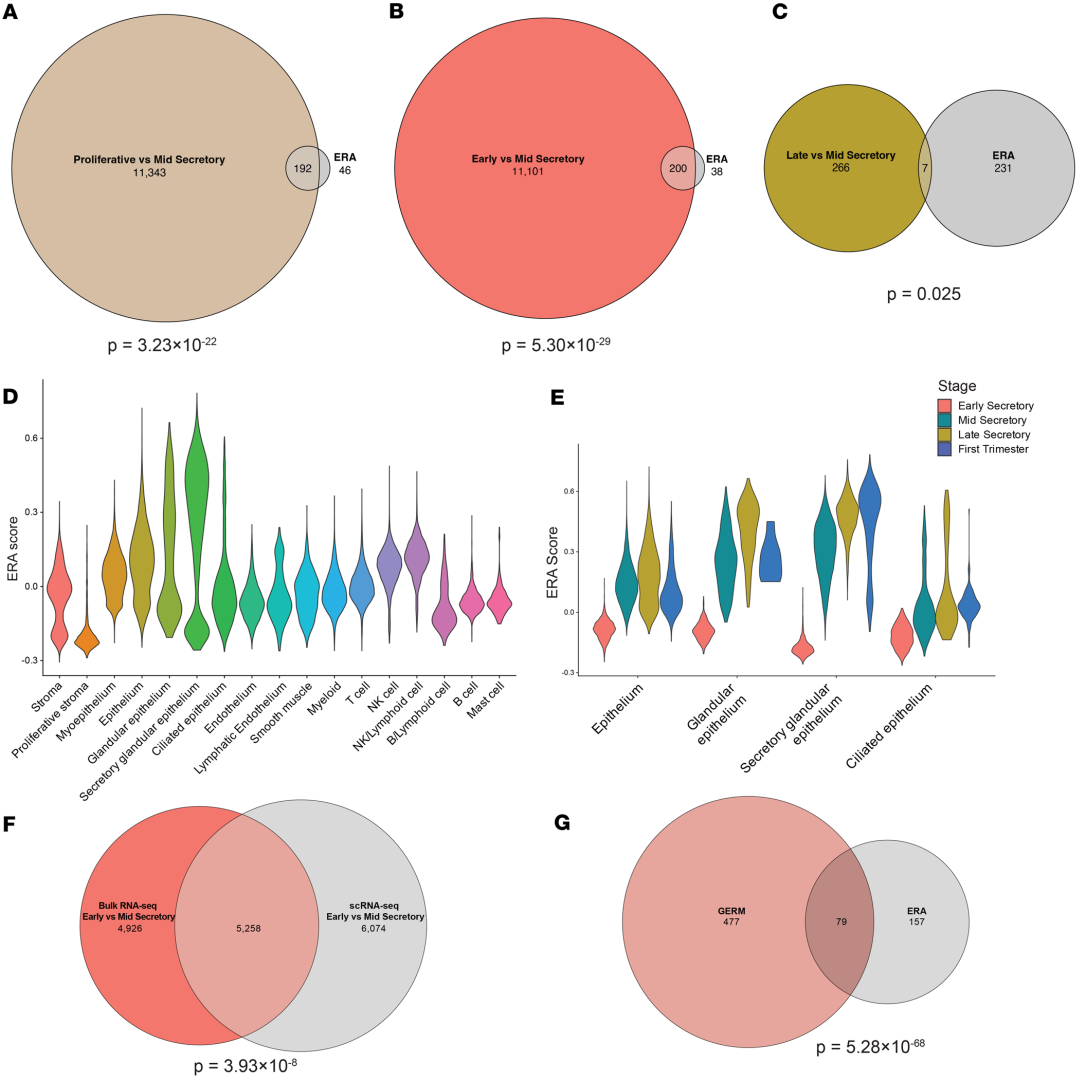
Endometrial receptivity array gene expression in bulk mRNA-Seq and scRNA-Seq analyses. (**A**–**C**) Euler plots of genes with significantly different expression in the proliferative versus mid-secretory (**A**), early versus mid-secretory (**B**), and late versus mid-secretory (**C**) phases as compared with the ERA. Hypergeometric test *P* values are indicated for each comparison. (**D** and **E**) Violin plots of the ERA score in each cell cluster (**D**) and the epithelium clusters across stages (**E**). (**F**) Overlap of DEGs from bulk and scRNA-Seq secretory glandular epithelium comparing early to mid-secretory endometrium. (**G**) The GERM score genes include 79 (33%) of the ERA genes.

**Figure 4:**
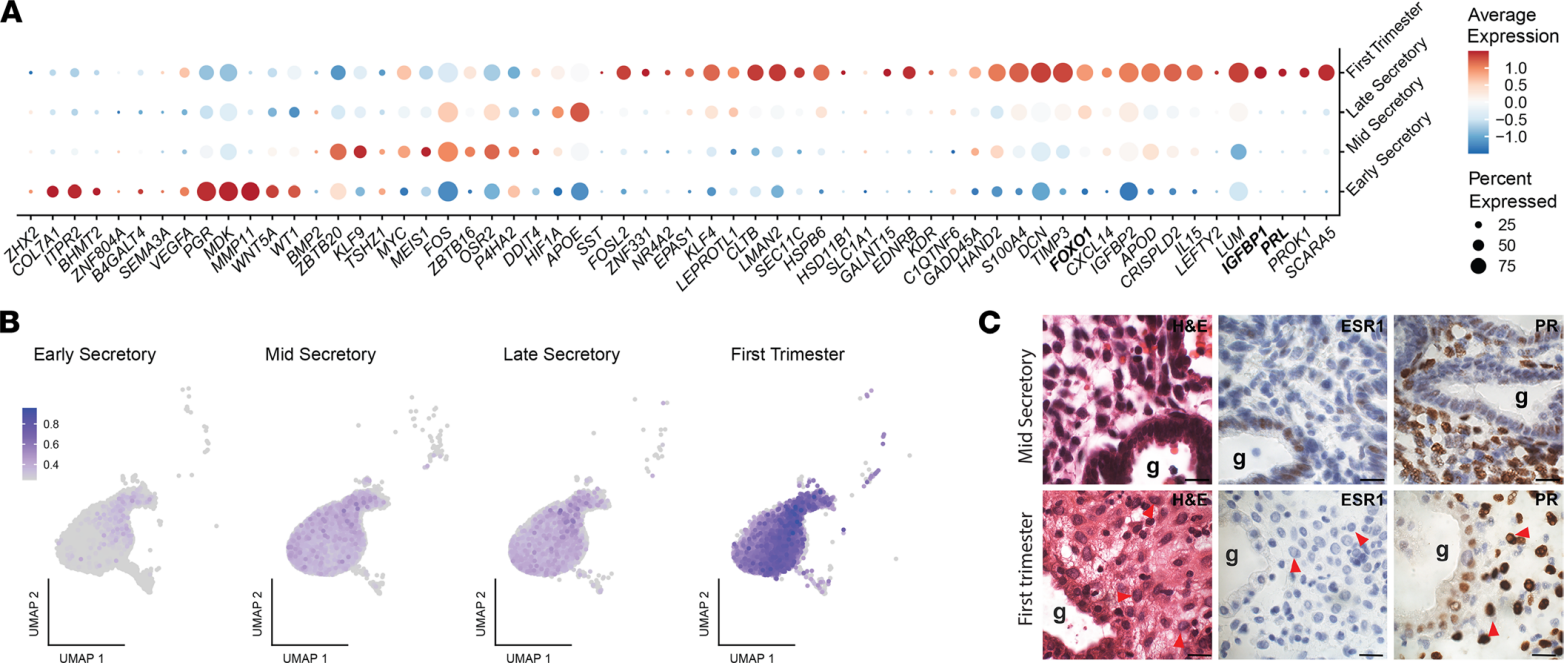
Markers of in vitro decidualization are highly expressed in endometrial decidua from the first trimester of pregnancy. (**A**) Dot plot of in vitro decidualization markers in the stroma cluster separated by stage. Expression of *IGFBP1*, *FOXO1*, and *PRL* is highlighted in bold. (**B**) UMAP of the in vitro decidualization marker score in the stroma cluster. Average score expression is represented by color intensity. (**C**) Representative images of tissue sections from the mid-secretory phase and first trimester decidua stained with H&E (scale bars: 10 μm). Red arrowheads are decidualized stromal cells with epithelioid morphology; g, gland.

**Figure 5:**
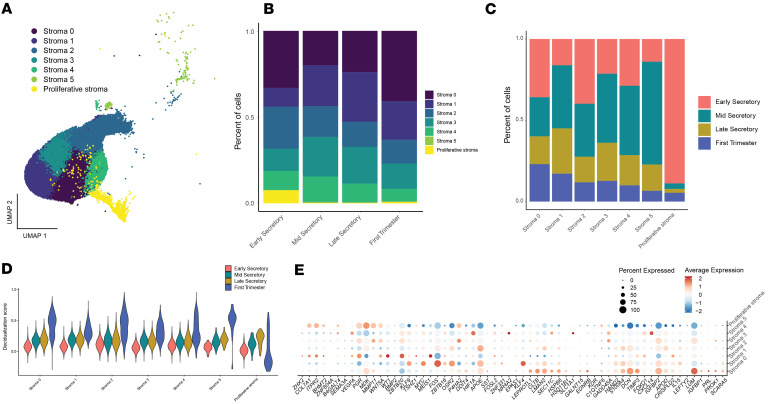
Stromal subcluster distribution and diffuse expression of in vitro decidualization markers in secretory phase endometrium and first trimester decidua. (**A**) UMAP of stroma subclustering showing 5 stroma subclusters in addition to the proliferative cluster. (**B**) Stacked bar plot of the stroma cells showing percentages of cells in the stroma subclusters by stage. (**C**) Stacked bar plot of the stroma cells showing percentages of cells for each stage by subcluster. (**D**) Violin plot of the decidualization score across the stroma subclusters split by stage. (**E**) Dot plot of in vitro decidualization markers in the stroma subclusters.

**Figure 6:**
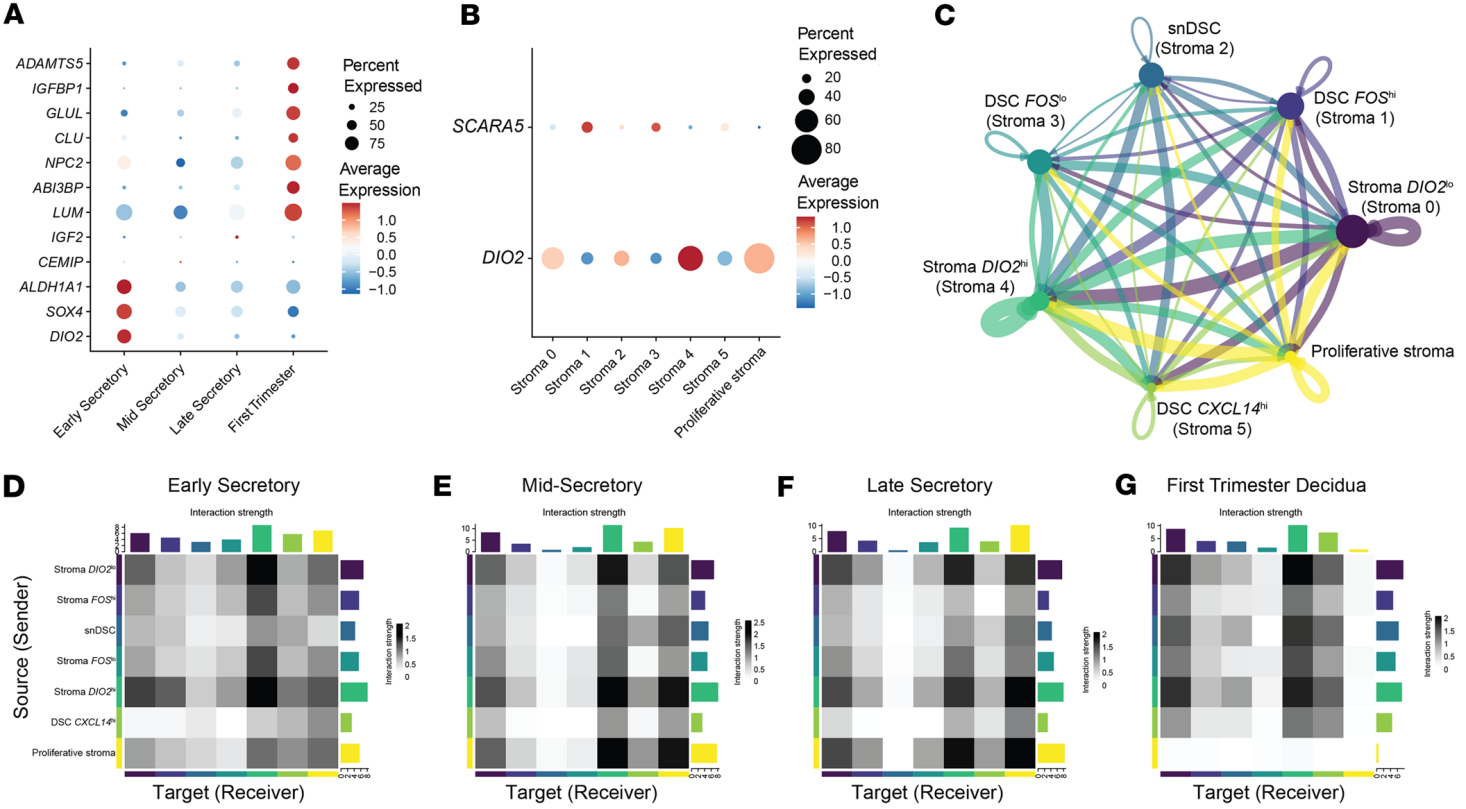
Cluster identification and communication in the stroma. (**A**) Dot plot of in vitro senescence markers across stages. (**B**) Dot plot of *SCARA5* and *DIO2*, in vivo markers for decidualization and senescence, respectively. (**C**) Cell-cell communication of the stroma clusters. Edge colors are consistent with the sources as sender, and edge weights are proportional to the interaction strength; that is, a thicker line indicates a stronger signal. Circle sizes are proportional to the number of cells in each cluster. Communication in the early secretory (**D**), mid-secretory (**E**), and late secretory (**F**) phases, and first trimester decidua of pregnancy (**G**) are shown as heatmaps. Colored bars represent the relative signaling strength of pathways across subclusters. The top-colored bar plot represents the sum of each column of the absolute values displayed in the heatmap (incoming signaling). The right colored bar plot represents the sum of each row of the absolute values (outgoing signaling).

**Figure 7:**
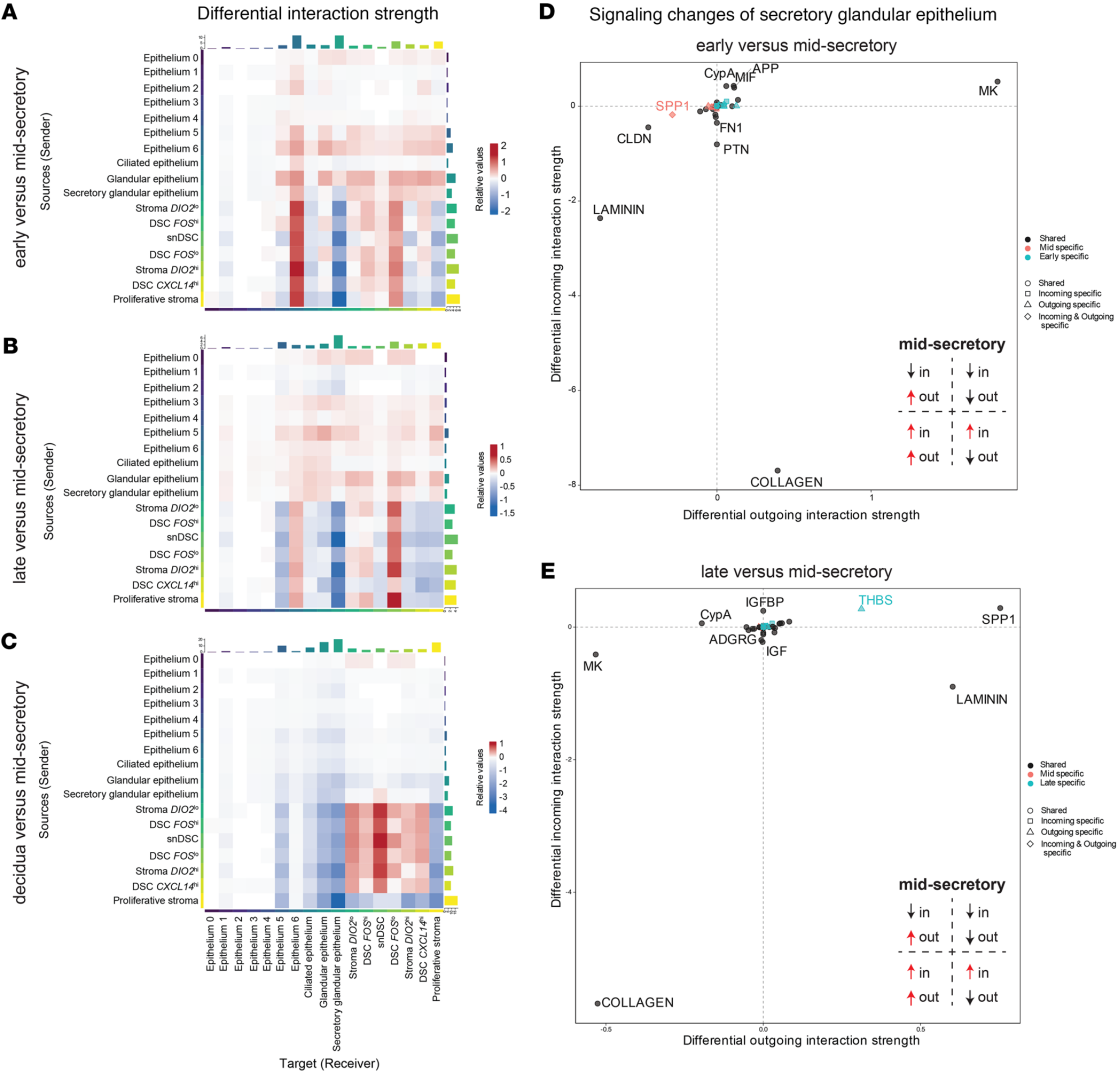
Stroma-epithelium communication peaks at mid-secretory phase in the secretory glandular epithelium. (**A**–**C**) Communication changes between the epithelium and stroma clusters in the early versus mid-secretory phase (**A**), late versus mid-secretory phase (**B**), and first trimester decidua versus mid-secretory phase (**C**) shown using heatmaps. Colors represent the relative signaling strength of a signaling pathway across clusters; blue indicates decreased communication and red an increase of communication probability. The top-colored bar plot represents the sum of the absolute values for each column displayed in the heatmap (incoming signaling). The right colored bar plot represents the sum of the absolute values of each row (outgoing signaling). (**D** and **E**) Signaling changes in the secretory glandular epithelium cluster are shown in scatter plots for early versus mid-secretory (**D**) and late versus mid-secretory (**E**).

**Figure 8:**
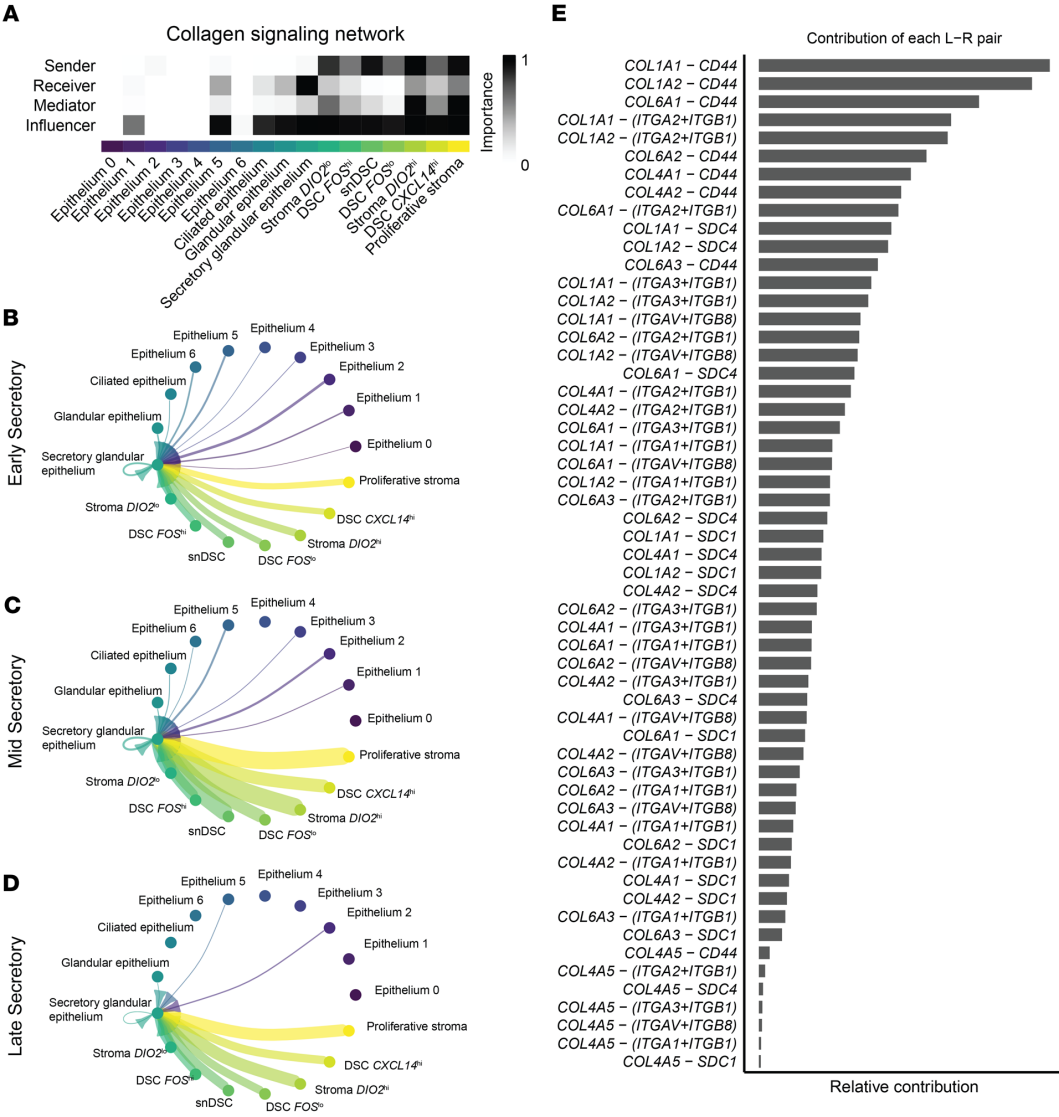
Collagen signaling between the stroma and epithelium during the secretory phase. (**A**) Role of each cell cluster in collagen signaling shown as a heatmap. (**B**–**D**) Cell-cell communication of the stroma and epithelium with the secretory glandular epithelium as the recipient. Edge colors are consistent with the sources as sender, and edge weights are proportional to the interaction strength; that is, a thicker line indicates a stronger signal. Circle sizes are proportional to the number of cells in each cluster for the early secretory (**B**), mid-secretory (**C**), and late secretory (**D**) phases. Note the increased communication from stroma subclusters during mid-secretory and late secretory phases. (**E**) Relative contribution of ligand-receptor pairs for signals coming into the secretory glandular epithelium.

**Figure 9:**
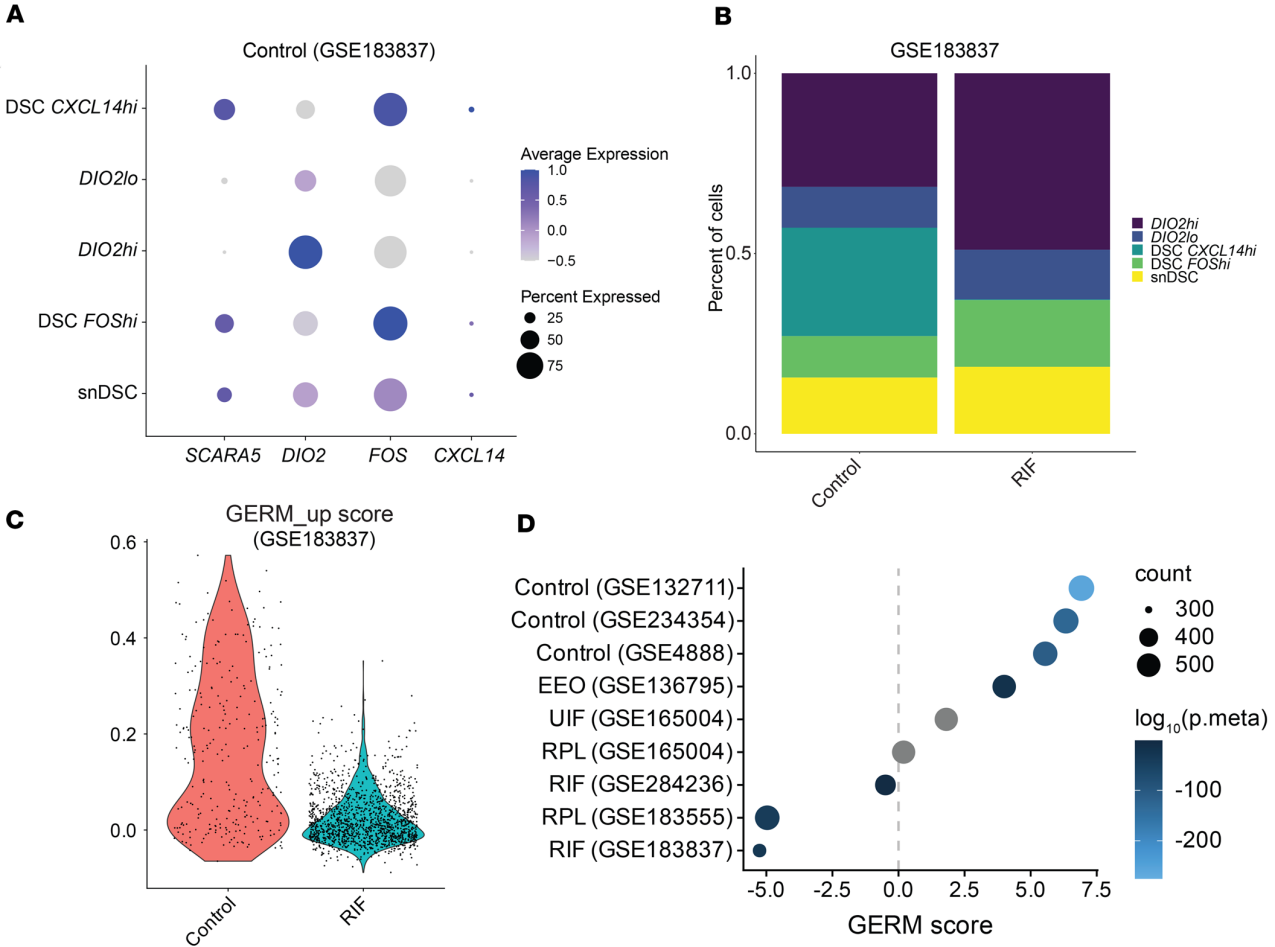
Disrupted stromal cell populations and epithelial gene expression in patients with infertility. (**A**) Dot plot of *SCARA5*, *DIO2*, *FOS*, and *CXCL14* for identification of the stroma populations in control endometrium samples from an scRNA-Seq dataset (GSE183837). (**B**) Stacked bar plot shows altered stroma cell proportions in endometrial samples from patients with recurrent implantation failure (RIF). (**C**) GERM upregulated genes in the secretory glandular epithelium are reduced in patients with RIF. (**D**) GERM score is positively correlated with mid-secretory endometrium from control patients (GSE132711, *n* = 11; GSE234354, *n* = 81; GSE4888, *n* = 11) and endometrial epithelial organoids (EEO; GSE136795, *n* = 6), but not from patients with unexplained infertility (UIF; GSE165004, *n* = 48), recurrent pregnancy loss (RPL; GSE165004, *n* = 48 and GSE183555, *n* = 10), or RIF (GSE284236, *n* = 16 and GSE183837, *n* = 9). A gray circle indicates an insignificant combined *P* value (p.meta) ≥ 0.05.

## Version 1 01/23/2026

Electronic publication

# Supplementary material for: Single-cell mapping of human endometrium and decidua reveals epithelial and stromal contributions to fertility
**Source:** JCI Insight. 2026 Jan 23;11(2):e195254. doi: 10.1172/jci.insight.195254
**Supplement:** Supplemental data

Supplemental Methods

Human subjects

Self-identified Black and Hispanic women, aged 23-41 years, with regular, ovulatory menstrual cycles and at least one prior pregnancy were prospectively enrolled between November 2020 and December 2022. Study participants were consented for the review of their medical records and collection of blood and endometrial samples. Women with endocrine or autoimmune disorders, including antiphospholipid syndrome and polycystic ovary syndrome, or anatomic disorders of the reproductive tract, including hydrosalpinges or submucosal fibroids, were excluded. Women with a history of pregnancy complications, including recurrent pregnancy loss, preeclampsia or fetal growth restriction were also excluded. The demographic characteristics of participants are presented in **Table S1**.

Sample collection and processing

For the collection of endometrial tissue samples, study participants reported that they were not actively trying to conceive and had not used hormonal treatment in the 3 months prior to recruitment. Once enrolled, study participants were instructed to use condoms during sexual intercourse for the duration of their enrollment. Endometrial biopsies were performed with the Endocell®, a disposable endometrial tissue sampler (Wallach Surgical Devices, Trumbull, CT, USA) in the proliferative phase between cycle days 10-13 (n = 6) and during the early (n = 10), mid (n = 8), or late (n = 3) secretory phases, timed based on the urinary LH surge (early secretory = LH + 1-2 days, mid-secretory = LH + 8-9 days, late secretory = LH + 12-13 days). On the day of the endometrial biopsy, blood (5 mL) was collected in nonheparinized, serum separator tubes, allowed to clot, and centrifuged

at 4C. Serum estradiol (E2) and progesterone (P4) levels were determined (LabCorp, Raritan, NJ). Correct timing of biopsies was confirmed with serum E2 and P4 levels and endometrial histopathology as determined by two gynecological pathologists who were blinded to the timing of the tissue collection (1).

For collection of endometrial deciduae, women scheduled for an elective termination of an uncomplicated pregnancy in the first trimester at 6-8 weeks gestation were eligible for inclusion. Study participants (n = 3) were recruited and enrolled prior to their scheduled surgical procedure. After dilation and curettage, tissue samples were floated in phosphate buffered saline (PBS, pH 7.2) and the endometrial decidua was isolated from the gestational sac and chorionic villi by mechanical separation using forceps.

After collection, endometrial tissue was placed in a tissue culture dish and rinsed with ice-cold PBS to remove blood and mucus. Using fine forceps, each sample was separated such that approximately 100 mg endometrial tissue was fixed in formalin and stored at room temperature for immunohistology; approximately 100 mg was preserved in RNAlater (Qiagen, #76160) and stored at -80°C for RNA extraction for bulk RNA sequencing; and the remaining tissue was placed on ice, minced and processed within one hour of collection for scRNA-Seq.

Isolation of endometrial and decidual cells

Cells were isolated from minced endometrial tissues for scRNA-Seq by incubation at 37°C in digestion media (DMEM/F12, 3% charcoal-stripped fetal bovine serum (FBS), 1 mg/mL collagenase A (Roche, #11088793001), 0.1 mg/mL DNase type I (Roche, #10104159001) with agitation on a benchtop shaker at 250 rpm for 15 minutes. The tissue was then further

dissociated by repeatedly passing it through a 16G needle attached to a 10 mL syringe. The shaking and needle passage steps were repeated once more to ensure thorough dissociation. The cell suspension was centrifuged at $300\times g$ for 5 minutes. The resulting pellet was resuspended in 1 mL of TrypLE Select Enzyme (Thermo Fisher #12563011) containing 0.1 mg/mL DNase I and incubated at 37°C on a shaker at 250 rpm for 15 minutes. 10 mL of ice-cold digestion media was added, and the cell suspension was filtered through a 40 μ m cell strainer. Red blood cells (RBC) were lysed using RBC lysis buffer (ThermoFisher, #00-4333-57) and dead cells were removed using the Dead Cell Removal Kit (Miltyeni Biotec, #130-090-101). The resulting single-cell suspension was used for Chromium (10X Genomics) sequencing.

RNA isolation, library preparation, and sequencing

Total RNA was isolated from endometrial tissue using a RNeasy mini kit (Qiagen, #74136). RNA was quantified by Qubit (Invitrogen) and quality was assessed with a Fragment Analyzer (Advanced Analytical Technologies, Inc.) at Albert Einstein College of Medicine Epigenomics Shared Facility (RRID:SCR_023284). Libraries were prepared using the KAPA Stranded RNA-Seq Kit with RiboErase for Illumina Platforms (Kapa Biosystems #KK8483) with the addition of Ambion External RNA Controls Consortium (ERCC) spike-in controls (Invitrogen #4456740). Libraries were quantified, multiplexed, and sequenced as single end (1 x 75 bp) on an Illumina NextSeq 500 instrument (RRID:SCR_014983) to yield approximately 50 million reads per sample. FASTQ files were generated using picard (v2.26.10, RRID:SCR_006525) module ExtractIlluminaBarcodes followed by IlluminaBasecallsToFastq with default parameters, except "INCLUDE_NON_PF_READS = false". Raw FASTQ files were trimmed of flanking

adapter sequences using Trim Galore (v0.6.7, RRID:SCR_011847)(2) with default parameters and “adapter = AGATCGGAAGAGC”. Read quality was assessed using FastQC (v0.11.9, RRID:SCR_014583) and FastQ Screen (v0.6.5, RRID:SCR_000141).

For scRNA-Seq, libraries were generated and sequenced using the 10X Chromium Single Cell 3' GEM kit (10X Genomics, v2). Paired end, 2 x 75 bp, sequencing was performed on an Illumina NextSeq 500 instrument (RRID:SCR_014983). Output was demultiplexed and converted to FASTQ format with Cell Ranger (10X Genomics, v3.1.0).

RNA sequencing analysis

Trimmed reads were mapped to Homo sapiens genome assembly GRCh38 (hg38) using STAR (v2.7.9a, RRID:SCR_004463)(3). Reads overlapping Ensembl (4) annotations (v110) were quantified with STAR prior to model-based differential expression analysis using the edgeR-robust method (5-7). A read counts matrix was used as input for the endest (8) R package (v0.1.1) results were visualized with ggplot2 (v3.5.1, RRID:SCR_014601). For differential expression analysis, genes with low counts per million (CPM) were removed using the filterByExpr function from edgeR (RRID:SCR_012802). Genes were considered differentially expressed if the FDR-corrected p-values were less than 0.05. Venn diagrams were generated with the R package eulerr (v7.0.2, RRID:SCR_022753).

For scRNA-Seq, demultiplexed sequencing reads were processed and aligned to the *Homo sapiens* genome assembly GRCh38 (hg38) using STAR (v2.7.9a) with 10X Genomics Cell Ranger (v3.1.0, RRID:SCR_017344). Samples were merged using the integration anchors function of the Seurat package (v5.1.0, RRID:SCR_016341) in R (9). Genes expressed in fewer than three cells in a sample were excluded, as well as cells

that expressed fewer than 200 genes and mitochondrial gene content >5% of the total unique molecular identifier count. Data were normalized using a global-scaling normalization method (9) that normalizes the feature expression measurements for each cell by the total expression, multiplies this by a scale factor (10,000), and then log-transforms the results. High *HLA-G* and *CGA* cells were identified in pregnant biopsies as trophoblast and were removed from our analysis. The top 2,000 most variable genes that were used for cell clustering were found using the *FindVariableFeatures* function and were then normalized using the *ScaleData* function. Based on an elbow plot generated using the *Elbowplot* function of Seurat, we selected 20 principal components (PC) for downstream analyses. Cell clusters were generated using *FindNeighbors* and *FindClusters* functions. For visualization, UMAPs were generated using the *RunUMAP*, *FeaturePlot* and *DimPlot* functions. The *DotPlot* Seurat function was used to generate dot plots to visualize gene expression for each assigned cluster. The Seurat function *AddModuleScore* was used to calculate ERA and decidualization scores. Ligand-receptor cellular communication analysis was determined with the CellChat (v2.1.2, RRID:SCR_021946) (10, 11) R package. Briefly, communication probabilities were calculated between cell types using the functions *identifyOverExpressedGenes* and *identifyOverExpressedInteractions*. Signaling sources, influencers, targets, mediators, and high-order information were obtained by communication network analysis. The resulting interactions were visualized using the included plotting functions.

Glandular Epithelium Receptivity Module (GERM) score calculation

The receptivity module signature genes (n = 556, Table S7) were separated by positive or negative fold change and described as “GERM_up” or “GERM_down”, respectively,

where “GERM_up” genes were increased at mid-secretory phase. The resulting dataframe was used as input for *fgsea* (12) enrichment analysis implementation in clusterProfiler (v4.12.6, RRID:SCR_016884) (13) with multiple datasets. Microarray and bulk RNA-Seq experiment results were downloaded from NCBI GEO (RRID:SCR_005012), using the GEO2R tool, as a list of genes and fold changes for early versus mid-secretory endometrium. Human endometrial epithelial organoid culture data (14) were not available for evaluation with GEO2R; therefore, raw read counts were downloaded from GEO and analyzed with DESeq2 (v1.48.2, RRID:SCR_015687) (15) using the same parameters. Spatial and scRNA-Seq datasets were subset for the glandular or secretory glandular epithelium cell types. A combined normalized enrichment score (NES) was calculated as $GERM\ score = GERM\_up + -1 (GERM\_down)$ and adjusted p-values were combined using the metap package with the *sumlog* function. The results were compiled and then visualized as a dotplot with ggplot2 (v3.5.1, RRID:SCR_014601).

Immunostaining and Imaging

Formalin-fixed and paraffin-embedded endometrial tissue was sectioned at 5 mm, placed on charged glass slides (StatLab, Millenia 1000), air-dried and stored at room temperature before use. Sections were stained with hematoxylin and eosin (H&E) or immunohistochemistry (IHC) staining. For IHC, sections were deparaffinized followed by antigen retrieval with BOND Epitope Retrieval Solution 2 (Leica Biosystems, USA) for 40 minutes. Primary antibodies to detect the estrogen receptor alpha (clone 6F11, Leica Biosystems) and progesterone receptor (clone 16, Leica Biosystems) were applied for 20 and 24 minutes, respectively. Bound primary antibodies were detected with BOND

139 Polymer Refine Detection kit. Sections were washed with distilled water, counterstained
140 with hematoxylin, dehydrated through graded alcohols, cleared in xylene, and mounted
141 with synthetic permanent media.

142

143   **References**

- 144   1.   Chemerinski A, Shen M, Valero-Pacheco N, Zhao Q, Murphy T, George L, et al. The impact
145   of ovarian stimulation on the human endometrial microenvironment. *Hum Reprod.*
146   2024;39(5):1023-41.
- 147   2.   Martin M. Cutadapt removes adapter sequences from high-throughput sequencing reads.
148   *EMBnetjournal.* 2011;17(1):pp-10.
- 149   3.   Dobin A, Davis CA, Schlesinger F, Drenkow J, Zaleski C, Jha S, et al. STAR: ultrafast
150   universal RNA-seq aligner. *Bioinformatics.* 2013;29(1):15-21.
- 151   4.   Aken BL, Ayling S, Barrell D, Clarke L, Curwen V, Fairley S, et al. The Ensembl gene
152   annotation system. *Database (Oxford).* 2016;2016:1-19.
- 153   5.   Robinson MD, McCarthy DJ, and Smyth GK. edgeR: a Bioconductor package for
154   differential expression analysis of digital gene expression data. *Bioinformatics.*
155   2010;26(1):139-40.
- 156   6.   McCarthy DJ, Chen Y, and Smyth GK. Differential expression analysis of multifactor RNA-
157   Seq experiments with respect to biological variation. *Nucleic Acids Res.*
158   2012;40(10):4288-97.
- 159   7.   Zhou X, Lindsay H, and Robinson MD. Robustly detecting differential expression in RNA
160   sequencing data using observation weights. *Nucleic Acids Res.* 2014;42(11):e91.
- 161   8.   Agarwal V, Bell GW, Nam JW, and Bartel DP. Predicting effective microRNA target sites in
162   mammalian mRNAs. *Elife.* 2015;4:e05005.
- 163   9.   Hao Y, Hao S, Andersen-Nissen E, Mauck WM, 3rd, Zheng S, Butler A, et al. Integrated
164   analysis of multimodal single-cell data. *Cell.* 2021;184(13):3573-87.e29.
- 165   10.   Jin S, Guerrero-Juarez CF, Zhang L, Chang I, Ramos R, Kuan CH, et al. Inference and
166   analysis of cell-cell communication using CellChat. *Nat Commun.* 2021;12(1):1088.
- 167   11.   Jin S, Plikus MV, and Nie Q. CellChat for systematic analysis of cell-cell communication
168   from single-cell transcriptomics. *Nat Protoc.* 2024.
- 169   12.   Korotkevich G, Sukhov V, Budin N, Shpak B, Artyomov MN, and Sergushichev A. Fast
170   gene set enrichment analysis. *bioRxiv.* 2021:060012.
- 171   13.   Wu T, Hu E, Xu S, Chen M, Guo P, Dai Z, et al. clusterProfiler 4.0: A universal enrichment
172   tool for interpreting omics data. *Innovation (Camb).* 2021;2(3):100141.
- 173   14.   Fitzgerald HC, Dhakal P, Behura SK, Schust DJ, and Spencer TE. Self-renewing
174   endometrial epithelial organoids of the human uterus. *Proc Natl Acad Sci U S A.*
175   2019;116(46):23132-42.
- 176   15.   Love MI, Huber W, and Anders S. Moderated estimation of fold change and dispersion for
177   RNA-seq data with DESeq2. *Genome Biol.* 2014;15(12):550.

178

Supplemental Figures

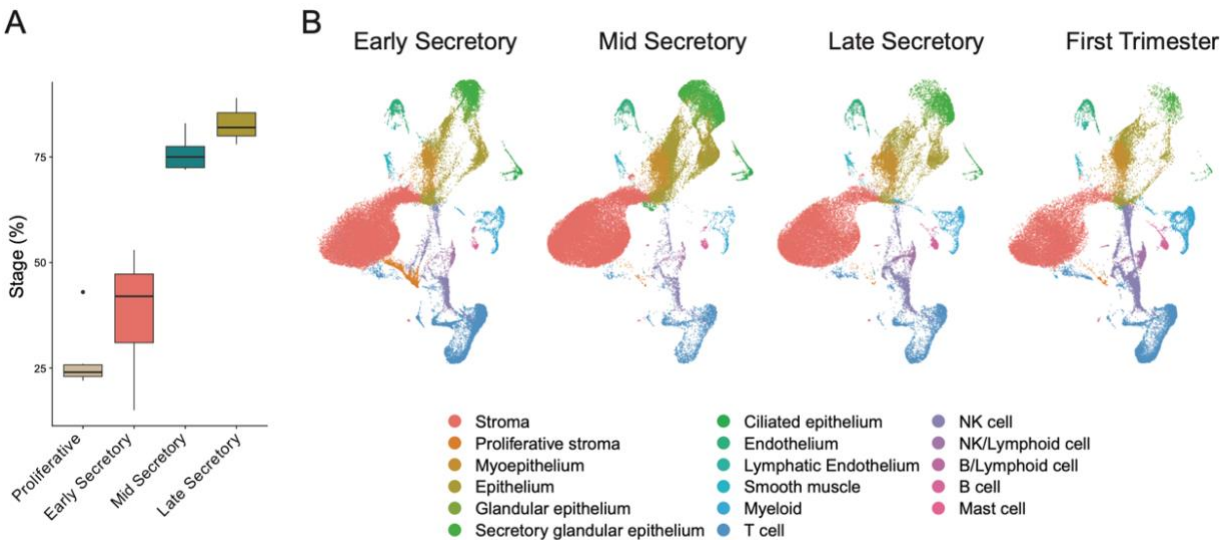

Figure S1. Additional information related to menstrual cycle phase. (A) Boxplot of sample staging from bulk mRNA-seq ($n = 26$) using the eldest package from Teh and colleagues (33). (B) Uniform Manifold Approximation and Projection (UMAP) visualization of scRNA-Seq data from endometrial biopsies from the early ($n = 4$), mid- ($n = 4$), and late secretory ($n = 3$) phases, and first trimester decidua samples ($n = 3$).

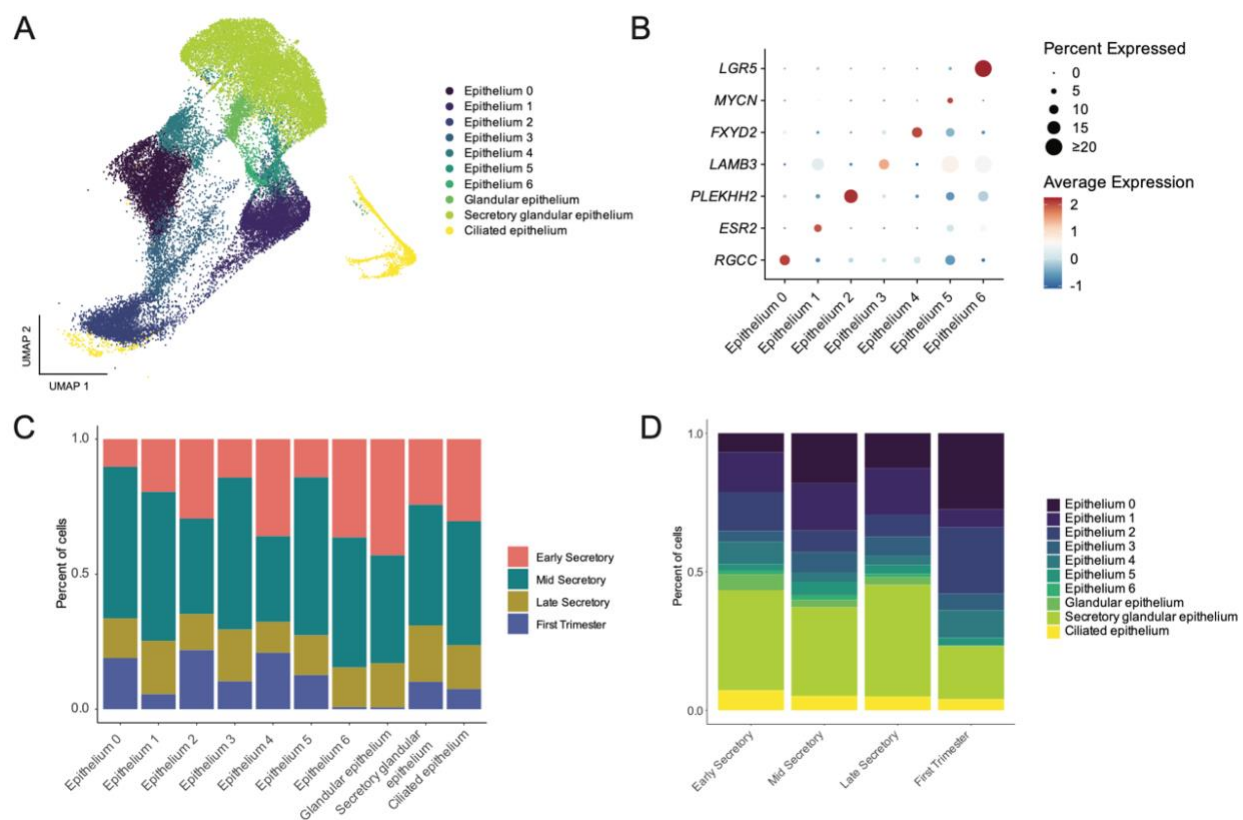

Figure S2. Epithelium subclusters and distribution across cycle stages. (A) UMAP visualization of scRNA-Seq data from human epithelium sub-clusters. (B) Dot plot of marker genes for each sub cluster. (C) Stacked bar plots showing the contribution of each cycle stage to the epithelial sub-clusters and (D) the proportion of epithelial sub-clusters split by stage.

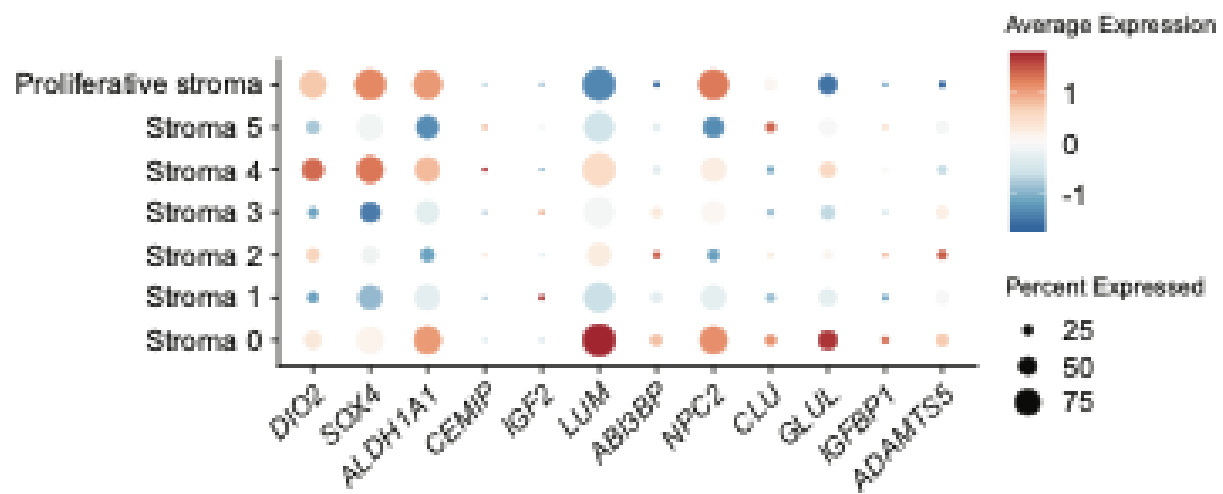

Figure S3. Expression of in vitro senescence markers is not restricted to a specific stroma subcluster. Dotplot of in vitro senescence markers in the stroma sub-clusters.

How the deposited data were processed for this re-analysis (not part of the article)

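Bulk RNA sequencing of 26 endometrial biopsies was examined, from the proliferative (6 samples), early secretory (10), mid-secretory (7) and late secretory (3) phases. The samples were grouped by the phase in their labels, and the sequencing batch and a replicate number came from the labels as well. The single-cell, immunohistochemistry and external data of the paper have no table among the deposited data examined here and were left out, as was staging with endest.

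The authors made ribosome-depleted, strand-specific libraries with added spike-in RNA, trimmed the reads with Trim Galore (version 0.6.5 in the submitters' notes), aligned them to GRCh38 with STAR 2.7.9a, counted them over Ensembl version 110 genes, removed genes with low counts and scaled the libraries with edgeR. The deposited table gives log2 CPM, for 22826 genes. Its lowest value is −4.27, which corresponds to 0.0519 CPM. The strand setting of the counting is not named in the paper's text. Every value could be taken back to a whole number of reads to within 0.01 read, and these recovered reads gave the depth of 19428426 to 57674399 reads per sample (median 36014860) and served in a pair of alternatives. Genes were annotated with GENCODE version 44, in which 10 genes of the table have no entry, and 15722 are protein-coding, 4699 long noncoding, 1202 processed pseudogenes and 238 miscellaneous RNA. No pair of samples of a phase differed by as little as sampling of 1 library would give (smallest chi-square per degree of freedom 30.3).

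Genes with at least 0.25 CPM (−2 on the log2 scale) in at least 3 samples were to be tested, a condition that all 22826 genes met. Differences between phases were tested with limma 3.58.1 in R 4.3.3 (lmFit, contrasts, and eBayes with trend and robust set) in 1 fit of the 4 phases, so that the late secretory phase with 3 samples took its spread from all phases. P values were adjusted by Benjamini and Hochberg over all genes of a comparison, and an adjusted p under 0.05 made a DEG. Shared DEGs had the same direction in both comparisons with the mid-secretory phase. Gene lists fixed before the data were examined (35 lists, plus 2 made of the 1199 processed pseudogenes outside chromosome Y and all miscellaneous RNA) were tested when at least 5 genes were present, with camera at a correlation of 0.01, with camera at an estimated correlation and with fry, and p values were adjusted over the 37 lists. Principal components were computed from the 1000 genes with the largest variance. The GERM score is the normalized enrichment score of the upregulated minus that of the downregulated genes from fgsea 1.28.0 on log2 fold changes, with adjusted p values computed down to 1e-50. P values of single measures come from exact permutation tests, which are two-sided. Tables and plots were made with data.table 1.17.8, Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.

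Genes were named by a rule fixed before the data were examined, when values of the paper's supplemental tables had been seen. It takes the 10 higher and 10 lower protein-coding DEGs with the largest fold change between early and mid-secretory samples, and 5 each way in the other comparisons, among genes whose groups did not overlap and whose mean was at least 1 log2 CPM. It adds genes that the article names for its markers and up to 4 genes with the smallest adjusted p per list. The X-inactivation transcript and Y-linked genes were not named and were left out of the gene lists, whereas counts over all 22826 genes were made without that omission.

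The procedure was tested on simulated data with the same sample sizes and a spread per gene estimated, within set limits, from the deposited values. Genes were drawn independently and without batch effects, so the shares below may not carry over to comparisons tied to batch. Of 100 genes changed by 2 on the log2 scale, 76, 72, 81 and 66 were called in the comparisons of proliferative with early, proliferative with mid-, early with mid- and late with mid-secretory samples. Of all calls there, 1.54%, 6.20%, 7.25% and 3.92% were of genes that had not been changed.

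Alternatives set in advance were the fit without a variance trend, without robust variances, with no filter or a stricter one, a pseudocount of 1, median centring, quantile normalization, batch as a term, the replicate number as a block, a fit of only the phases compared, sample weights, protein-coding genes only, an absolute log2 fold change over 1, comparisons within batches, other numbers or scalings of genes in the principal components, removal of batch there, another ranking for the GERM score, and the omission of each sample. Voom on recovered reads, thinning to equal depth, omission of batch 4 and omission of pseudogenes and miscellaneous RNA were added after the data had been seen. For each count, 100 divisions of the same samples into groups of the same sizes, the real one included, were fitted in the same way.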

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

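The tests of sequencing batch, phase and library depth for miscellaneous RNA and pseudogenes were chosen after the result was seen. For single samples, the gap between the highest or lowest sample of a phase and its nearest neighbor was divided by the range of that phase, and the ratios given here exceeded Dixon's 95% limit. Chance gives about 5% of such ratios, or 16 of the 321 measured, and 54 exceeded the limit, 27 in early secretory, 17 in proliferative and 10 in mid-secretory samples.

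Of the 27 ratios in early secretory samples, 26 belonged to the sample with the highest PC1 score, which is also the single sample of its sequencing batch, so that a difference of this sample and a difference of its batch cannot be told apart. It lay above the other 9 on PC1 (0.604), in the GERM level (0.771) and in receptivity markers (0.686) and decidualization markers (0.629). A highest early secretory sample also stood apart for metallothioneins (0.625), interferon-stimulated genes (0.531), the WNT pathway (0.519), senescence genes (0.517), complement genes (0.498) and nuclear genes of oxidative phosphorylation (0.482). Single genes with a highest early secretory sample apart were *COMP* (0.784), *MT1H* (0.78), *MFSD4A* (0.756), *CD55* (0.738), *C2CD4A* (0.702), *ADGRF1* (0.694), *ARG2* (0.621), *GPX3* (0.594), *MAOA* (0.559), *C4BPA* (0.528), *S100P* (0.492), *CXCL14* (0.49) and *FOXO1* (0.473). A lowest early secretory sample stood apart for *SPDEF* (0.74), *CCNB2* (0.548), *SLC47A1* (0.513) and *COL1A2* (0.484).

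Among proliferative samples the highest one was apart on PC1 (0.632) and in *OVGP1* (0.658), *ADCYAP1R1* (0.648) and *MANSC4*, where the other 5 samples were equal (1). The lowest proliferative sample was apart in cell cycle genes (0.706), collagens (0.662), stroma (0.636) and mast cell genes (0.644), and in *COL4A1* (0.866), *CCNB2* (0.839), *COL1A2* (0.762), *JPT1* (0.745), *GLUD2* (0.685), *COL4A2* (0.674), *KMO* (0.669), *SCGB2A2* (0.667) and *COL1A1* (0.665). Of these 17, at most 7 fell on 1 sample. Among mid-secretory samples the highest one was apart in NK cell genes (0.655), *SFRP4* (0.631), *ADCYAP1R1* (0.612), *ESR1* (0.581), *OLFM4* (0.574) and *MAOA* (0.573), and the lowest one in neutrophil genes (0.593), *SLC30A2* (0.759), *MT1H* (0.756) and *GLUD2* (0.715), at most 5 of the 10 in 1 sample.

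In classes of RNA that the paper does not discuss, 20 miscellaneous RNA genes and 77 processed pseudogenes were higher in early secretory than in proliferative samples. With all samples thinned to 1 depth the median log2 fold change of miscellaneous RNA was 1.25, which argues against library depth, and within batch 4 the 2 early secretory samples lay at −0.154 from the 6 proliferative ones (exact permutation test, p = 0.143), which argues against the phase as the source of the whole difference. The 2 early secretory samples of batch 4 differed from the other 8 by −1.85 in miscellaneous RNA (exact permutation test, p = 0.0667) and by −0.96 in pseudogenes (p = 0.0444), so sequencing batch, or a feature of the samples that goes with it, is a candidate explanation. Of 27 other ways to divide these 16 samples that keep a group of 6 inside batch 4, 3 gave as many DEGs as the real 207 or more, up to 374, with a median of 37. Each of these groups differs from the real one by the 2 early secretory samples of batch 4 at most, so they decide nothing here. With 2 early secretory samples in batch 4, a smaller difference between the phases stays open.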

How the results depend on the processing

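Voom on recovered reads, equal depth, the omission of batch 4 and the omission of pseudogenes and miscellaneous RNA were tried after the data had been seen. The DEGs of early versus mid-secretory samples stayed within 1.5 times 10816 under each alternative for the model, filter, scaling and samples, except within batch 1 (4267) and batch 5 (4542) and at an absolute log2 fold change over 1 (5127), where samples or genes are fewer. DEGs of proliferative versus mid-secretory samples moved that far with batch as a term (3985) and at that fold change (6126), and their shared DEGs with batch as a term (3919). The 207 DEGs of proliferative versus early secretory samples became 109 with no variance trend, 94 with a stricter filter, 86 with a pseudocount of 1, 0 with batch as a term (645 at an unadjusted p under 0.05 in limma), 0 within batch 4 (1154 unadjusted), 103 in a fit of those phases alone, 1513 with sample weights, 25 among protein-coding genes, 135 at an absolute log2 fold change over 1, 16 with voom, 118 at equal depth and 32 without pseudogenes and miscellaneous RNA. The 4 DEGs of late versus mid-secretory samples became 29 with a pseudocount of 1, 737 with batch as a term, 65 within batch 5, 0 in a fit of those phases alone (3079 unadjusted in the fit of all phases, 3 by voom) and 8 among protein-coding genes. The separation of the phases on PC1, 8.70, was 9.87 with all genes and 18.0 with batch removed. GERM genes past both thresholds fell from 505 to 178 without batch 4, with fewer samples, and the GERM score stayed within 1.5 times 8.18 throughout. Apart from fewer genes or samples, the cause was not tested.

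With the replicate number of the labels as a block, the counts were 701 for proliferative versus early and 14 for late versus mid-secretory samples, and 135 GERM genes passed both thresholds. These numbers do not pair samples, since 3 of 28 same-number pairs correlated above 0.1 and 2 of 26 samples were most like one of their own number. This replicate block reversed the median of nuclear oxidative phosphorylation genes in late versus mid-secretory samples, from 0.02 to −0.16.

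Batch as a term reversed the median log2 fold change of cytosolic ribosomal proteins (0.20 to −0.056), processed pseudogenes (0.60 to −0.10) and miscellaneous RNA (1.25 to −0.14) in proliferative versus early secretory samples, of both RNA classes in proliferative versus mid-secretory samples (0.72 to −0.41 and 1.78 to −0.29) and of miscellaneous RNA in early versus mid-secretory samples (0.52 to −0.19). It also reversed *RN7SKP48* (3.99 to −0.61) in the first comparison and *NDUFS6* (0.84 to −0.091) and *RN7SKP174* (5.40 to −0.71) in the second, where *RN7SKP48* and *RN7SKP174* belong to a family of repeated sequences and the cause was not tested. Median centring moved the median of all genes by 0.11 between early and mid-secretory samples and the DEGs from 5243 higher and 5573 lower to 6261 and 4489. Of 148 results for lists, 56 were no longer called with an estimated correlation and none changed direction. The alternative with no filter removed nothing and says nothing.

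Leaving out each sample in turn gave 10144 to 11135 DEGs for early versus mid-, 10671 to 11740 for proliferative versus mid-secretory samples, 8335 to 9243 shared, 461 to 515 GERM genes, a GERM score of 8.09 to 8.33 and a separation of 8.35 to 17.4, highest without early secretory replicate 4. For proliferative versus early secretory samples the range was 6 to 675, with 7, 32, 34 and 6 without proliferative replicates 1, 3, 4 and 6, and 96, 126, 75, 132, 502, 107, 509, 675, 64 and 70 without early secretory replicates 1 to 10. For late versus mid-secretory samples it was 0 to 260, with 7 without early secretory replicate 2, 260, 21, 0 and 0 without mid-secretory replicates 3, 4, 5 and 6, and 0, 23 and 133 without late secretory replicates 1, 2 and 3.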

Differences from the paper's values

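The alternatives were set before the data were examined, except voom, equal depth and the omission of pseudogenes and miscellaneous RNA, which were chosen after the values were seen. The paper reports 273 DEGs between late and mid-secretory samples at an FDR under 0.05 from edgeR-robust, and limma on the deposited log2 CPM gave 4 at the same threshold. Of the alternatives set before the data were examined, 1 came within 1.5 times the paper's value, the omission of mid-secretory replicate 3, with 260. The others did not: 5 with no variance trend, 4 without robust variances, 4 with no filter, 3 with a stricter filter, 29 with a pseudocount of 1, 5 with median centring, 6 with quantile normalization, 737 with batch as a term, 14 with the replicate block, 0 in a fit of those phases alone, 6 with sample weights, 8 among protein-coding genes, 4 at an absolute log2 fold change over 1, 65 within batch 5, and 0 to 133 when any other single sample was left out. Voom on recovered reads gave 3, equal depth 4 and the omission of pseudogenes and miscellaneous RNA 4. The paper's other DEG counts between phases, its shared DEGs and its GERM score lay within 1.5 times the values here: 207 against the paper's 205 for proliferative versus early secretory samples and a GERM score of 8.18 against the paper's 8, and likewise for the 11451, 10816 and 8890 genes of the comparisons with the mid-secretory phase. The paper's counts that involve ERA genes or single-cell DEGs were not recomputed. Of the paper's 556 GERM genes 505 passed both thresholds, a count that could not exceed 556, and over all genes 722 did.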

Other observations

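The tests of batch, epithelium and blood for immune cell markers were chosen after the result was seen, and those on batch in late versus mid-secretory samples before. Between the mid- and the late secretory phase no gene of the fixed lists passed limma over all genes without batch in the model. With batch as a term 5 cell cycle genes, 17 of 77 cytosolic ribosomal proteins, 3 receptivity markers and 3 processed pseudogenes were higher and 5 receptivity markers, 85 of 238 miscellaneous RNA genes and 141 of 1199 processed pseudogenes were lower over all genes, and in each of the other lists at most 2 genes passed in either direction. Adjusted over the list alone, 13 of 31 cell cycle genes and 5 of 9 genes of B and plasma cells were higher in late secretory samples and 22 of 238 miscellaneous RNA genes were lower, and at an unadjusted p under 0.05 the cell cycle and B cell lists had 18 and 6 genes higher and none lower. Median log2 fold changes, late minus mid, were 0.73 for cell cycle genes, 0.82 for NK cells, 0.73 for T cells, 1.66 for B and plasma cells, 0.78 for macrophages, 1.08 for neutrophils, 0.76 for smooth muscle and pericytes, −0.47 for glandular epithelium and −1.08 for luminal epithelium. The value for B and plasma cells rests on genes near the floor, since 1 of the 9 had a mean above 1 log2 CPM, and *JCHAIN* differed by 0.085 (adjusted p = 0.983 from limma). Above that mean were also 2 of 7 neutrophil, 9 of 16 NK cell, 7 of 11 T cell and 12 of 13 macrophage genes. No list was called in this comparison with an estimated correlation (lowest adjusted p = 0.487) or by fry without batch in the model. With batch as a term none was called with an estimated correlation (lowest adjusted p = 0.353), and fry called 6: endoplasmic reticulum chaperones (adjusted p = 0.0165), smooth muscle and pericytes, B and plasma cells and cytosolic ribosomal proteins (0.0493 each), all higher, and processed pseudogenes and miscellaneous RNA (0.0165 each), both lower. *IGFBP1*, a decidualization marker, had 0 to 1 reads per proliferative sample and 0 to 2 per early secretory sample, 6 to 748 per mid-secretory sample and 117 to 18590 per late secretory sample. *PRL*, another, had 3 to 26 reads per early secretory, 8 to 42 per mid-secretory and 26 to 320 per late secretory sample (late minus mid 1.59, adjusted p = 0.233 from limma).

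From the early to the mid-secretory phase, senescence genes rose for 12 of 22 and fell for 1 (13 and 1 when adjusted over the list alone, median log2 fold change 1.25, adjusted p = 0.315 with an estimated correlation), with increases of *CDKN2B*, a cell cycle inhibitor (3.09), *GDF15* (3.73) and *CDKN1A* (1.63). *DIO2*, which activates thyroid hormone and which the paper uses as a senescence marker, fell by 3.58 on the log2 scale. Collagens went both ways, with 4 of 16 higher and 7 lower (7 and 8 when adjusted over the list alone, median −0.26). *COL1A1* had a log2 fold change of −0.80 (adjusted p = 0.0261) and *COL1A2* one of −0.93 (adjusted p = 0.0104), and among collagens of other types *COL6A2* had one of 0.70 (adjusted p = 0.0102), *COL6A1* 0.49 (adjusted p = 0.0671), *COL4A1* 0.50 (adjusted p = 0.0593) and *COL4A2* 0.43 (adjusted p = 0.0862), all from limma. Immediate early and heat shock genes rose for 13 of 16 by either adjustment (median 1.13, adjusted p = 0.137 with an estimated correlation), with *FOS* at 1.73. These genes also respond to the handling of tissue. Mitochondrially encoded mRNAs, whose level can follow RNA quality among other things, rose for 10 of 13 (median 0.76), with medians of 1.04 within batch 1 and 1.05 within batch 5. No table holds a measure of RNA integrity or handling, so a difference in these between the phases stays open for both lists. WNT pathway genes fell for 10 of 18 and rose for 1 (10 and 2 when adjusted over the list alone, median −1.14, adjusted p = 0.315 with an estimated correlation), and stroma genes fell for 10 of 17 and rose for 4 by either adjustment (median −1.11, adjusted p = 0.639 with an estimated correlation). Genes of the glandular epithelium were higher for 11 of 17 and lower for 3 (12 and 3 when adjusted over the list alone, median 0.89, adjusted p = 0.326 with an estimated correlation). *CD44* had a log2 fold change of 1.17 and *LGR5*, a marker of epithelial progenitors, one of 0.73 (adjusted p = 0.286 from limma). T cell genes were higher for 1 of 11, macrophage genes for 2 of 13 and interferon-stimulated genes for 1 of 16, with 2 lower.

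Markers of 5 immune cell types together were higher in late than in mid-secretory samples by 0.98 log2 CPM (exact permutation test, p = 0.05), and 2 of 3 late secretory samples lay above all 7 mid-secretory ones. Mitochondrially encoded mRNAs, whose level can follow RNA quality among other things, were lower in late secretory samples. Within batch 5, 12 of 13 were lower and 1 was higher (median log2 fold change −0.55). A difference in RNA quality between these phases was not tested. A difference between batches is argued against, since within batch 5 the immune level was 1.51 higher in late than in mid-secretory samples, all 3 above all 3 (exact permutation test, p = 0.1, the smallest that 3 against 3 samples allow). A lower share of epithelium in the biopsy is a candidate explanation that cannot be told apart from a change in immune cells, because the immune lists rose by 0.488 more than the lists of stroma, endothelium and muscle with a p of 0.15 in the exact permutation test and the 2 epithelial lists differed by −0.78 (p = 0.158). In the paper's single-cell data, from dissociated tissue, the share of immune cells was higher in late than in mid-secretory samples. A share of all cells does not tell the 2 apart either. The tissue was rinsed with PBS to remove blood and mucus, yet blood left in the biopsy cannot be told apart either, with a difference of 0.33 in the 6 red blood cell genes (exact permutation test, p = 0.708), where the most abundant, *HBB*, was at 6.70 ± 0.60 (SD, n = 3) in late and 6.24 ± 1.22 (SD, n = 7) in mid-secretory samples. Within batch 5 the median log2 fold change of these 6 genes, late minus mid, was 1.17, with 5 positive and 1 negative. Of the immune genes none belongs to GERM, and the most abundant were *GNLY* (9.32 log2 CPM in late, 8.21 in mid-secretory samples) and *LYZ* (6.71 and 5.55).

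With batch in the model, 737 genes were called between late and mid-secretory samples, 305 higher and 432 lower, each with the sign it had without batch. Of these genes 32.4% were miscellaneous RNA or pseudogenes, whereas 20953 of the 22826 genes tested lay outside those classes. Protein-coding genes numbered 441, against 3 without batch in the model. Those classes of RNA therefore do not account for the whole of the larger count, and how far they contribute stays open. Of the 35 sets of 3 mid-secretory samples, the set from the late samples' batch ranked 2 by genes called against the 3 late samples (65, highest other 311, median of the others 0), so a batch difference among the mid-secretory samples may account for part of it. A change from the mid- to the late secretory phase, the biological explanation that the design gives, stays open.

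Other divisions of the same samples into groups of these sizes were fitted for each count. They were drawn without regard to batch, and a chance division of that kind can be excluded for the DEGs of proliferative versus early secretory samples (207, highest other 11), of proliferative versus mid-secretory samples (11451, highest other 6093) and of early versus mid-secretory samples (10816, highest other 5489) and for the shared DEGs (8890, highest other 4366). For proliferative versus early secretory samples these divisions do not separate phase from batch, and those that keep a group of 6 inside batch 4 cannot either. Each of them differs from the real one by the 2 early secretory samples of batch 4 at most. Of 27 such divisions 3 gave 207 DEGs or more (median 37, highest 374). Limma gave 0 with batch as a term (645 at an unadjusted p under 0.05) and 0 within batch 4 (1154 unadjusted), both from 2 early secretory against 6 proliferative samples. For the DEGs of late versus mid-secretory samples chance cannot be excluded (4, highest other 1016), and a division that calls so many more genes than the real one points to a structure among these samples other than the phase. The GERM genes were chosen by the study on this grouping at these thresholds, so other divisions decide nothing for the genes past both thresholds (505, highest other 0). The GERM score of another division reached 8.55 against the real 8.18, so the size of the score does not set the phases apart from other divisions, whereas the GERM level, on the same chosen genes, was 2.93 to 4.46 in the 7 mid-secretory and −2.51 to −0.72 in the 10 early secretory samples. Camera with a preset correlation called 9 gene lists (highest other 23) between proliferative and early and 14 (highest other 24) between proliferative and mid-secretory samples. It called 17 (highest other 23) between early and mid- and 18 (highest other 24) between late and mid-secretory samples. As many were called by 82, 68, 31 and 26 of 100 divisions. Camera sets a list against the other genes, so the number called need not fall when differences shrink, and it decides nothing about chance. By level, receptivity markers did not overlap between mid-secretory (2.11 or more) and early secretory samples (0.32 or less), whereas decidualization markers did.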
